# MicroRNAs control mRNA fate by compartmentalization based on 3′ UTR length in male germ cells

**DOI:** 10.1186/s13059-017-1243-x

**Published:** 2017-06-15

**Authors:** Ying Zhang, Chong Tang, Tian Yu, Ruirui Zhang, Huili Zheng, Wei Yan

**Keywords:** Small RNA, miRNA, 3′ UTR length, Delayed translation, mRNA fate, Germ cell, Fertility, Cytoplasmic compartmentalization

## Abstract

**Background:**

Post-transcriptional regulation of gene expression can be achieved through the control of mRNA stability, cytoplasmic compartmentalization, 3′ UTR length and translational efficacy. Spermiogenesis, a process through which haploid male germ cells differentiate into spermatozoa, represents an ideal model for studying post-transcriptional regulation in vivo because it involves a large number of transcripts that are physically sequestered in ribonucleoprotein particles (RNPs) and thus subjected to delayed translation. To explore how small RNAs regulate mRNA fate, we conducted RNA-Seq analyses to determine not only the levels of both mRNAs and small noncoding RNAs, but also their cytoplasmic compartmentalization during spermiogenesis.

**Result:**

Among all small noncoding RNAs studied, miRNAs displayed the most dynamic changes in both abundance and subcytoplasmic localization. mRNAs with shorter 3′ UTRs became increasingly enriched in RNPs from pachytene spermatocytes to round spermatids, and the enrichment of shorter 3′ UTR mRNAs in RNPs coincided with newly synthesized miRNAs that target these mRNAs at sites closer to the stop codon. In contrast, the translocation of longer 3′ UTR mRNAs from RNPs to polysomes correlated with the production of new miRNAs that target these mRNAs at sites distal to the stop codon.

**Conclusions:**

miRNAs appear to control cytoplasmic compartmentalization of mRNAs based on 3′ UTR length. Our data suggest that transcripts with longer 3′ UTRs tend to contain distal miRNA binding sites and are thus targeted to polysomes for translation followed by degradation. In contrast, those with shorter 3′ UTRs only possess proximal miRNA binding sites, which, therefore, are targeted into RNPs for enrichment and delayed translation.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-017-1243-x) contains supplementary material, which is available to authorized users.

## Background

Once synthesized, transcripts are subjected to extensive post-transcriptional regulation at both the nuclear and cytoplasmic levels, including processing of the precursor mRNAs (e.g., alternative splicing, alternative polyadenylation, RNA editing, etc.), nucleocytoplasmic transport, sequestration of transcripts in ribonucleoprotein particle (RNP)-enriched cytoplasmic compartments (e.g., p-body, nuage, stress granules, chromatoid body, etc.), so that mRNA stability, subcellular localization and translational efficiency can be coordinated to fulfill specific cellular functions [1–5]. As one of the most common means of mRNA fate control, compartmentalization of mRNAs in the cytoplasm plays a critical role in post-transcriptional regulation of gene expression [3, 6, 7]. mRNAs sequestered into various subcytoplasmic compartments are believed to be further processed and/or modified such that they either get translated or become stabilized and/or translationally suppressed through binding to a large number of RNA-binding proteins (RBPs) at the 3′ UTRs [3, 8–10]. In addition to RBPs, small noncoding RNAs (sncRNAs), e.g., miRNAs, endo-siRNAs, and piRNAs, are also involved in the mRNA fate control, which is not surprising given that sncRNAs, like RBPs, also bind to 3′ UTRs of their target mRNAs and affect mRNA stability and translational activity [11–14].

Another emerging mechanism of post-transcriptional regulation of gene expression lies in the control of 3′ UTR length. For example, recent studies have discovered that the nonsense-mediated mRNA decay (NMD) pathway, known to serve as a quality control mechanism for mRNAs, also functions to regulate the 3′ UTR length during spermiogenesis by eliminating transcript isoforms with longer 3′ UTRs, thus enriching those with shorter 3′ UTRs [15–17]. The impact of 3′ UTR length on the stability and translational efficiency of mRNAs is likely due to the fact that longer 3′ UTRs allow for binding by more RBPs and sncRNAs [18–20]. Therefore, transcripts with longer 3′ UTRs may have a reduced translational efficiency, but their stability would be enhanced, thus allowing for higher orders of regulation of translational timing and amplitude. This may explain why brain neuronal cells tend to have a transcriptome enriched with longer 3′ UTR transcripts compared to other somatic cell types [21, 22]. In contrast, shorter 3′ UTRs bind fewer RBPs and sncRNAs; thus, the translational efficiency could be drastically enhanced to accommodate quick turnover in protein production and function [23]. A global 3′ UTR shortening event has been observed during late meiotic and haploid phases of spermatogenesis, where a large number of transcripts are transcribed without being translated; instead, those mRNAs are sequestered in the RNP-enriched structure called nuage, or intermitochondrial cement, in pachytene spermatocytes (late meiotic male germ cells) and in the chromatoid body (CB) in round spermatids (early haploid male germ cells) for an extended period of time (several days to up to 2 weeks) [19, 24–26]. The physiological significance of such a profound delay in translation lies in the fact that transcription has to cease as soon as nuclear condensation commences in step 9 spermatids, although many proteins are still needed for the remaining seven steps of spermatid differentiation in mouse testes [26–28]. Those proteins have to be translated using the transcripts synthesized and stored in RNPs *prior to* step 9 spermatids. Therefore, the translationally suppressed RNP transcripts are mostly those needed for the final nine steps of sperm assembly (steps 7–16). Disruptions of the delayed translation cause spermiogenic arrest and male infertility [29–31]. Since the cell types and the timing of translational suppression are well defined, spermiogenesis represents an excellent model for studying the mechanism underlying delayed translation in vivo [28, 32].

Relative enrichment of mRNAs in RNPs and polysomes during late meiotic and haploid phases of spermatogenesis has been studied using microarray-based mRNA profiling analyses [33]. However, the study was conducted using total testes at different developmental stages instead of spermatogenic cells purified from adult testes. Therefore, the transcriptomic data represent gene expression profiles of both testicular somatic (Sertoli, Leydig, and peritubular myoid cells) and germ/spermatogenic (spermatogonia, spermatocytes, and spermatids) cell types, thus complicating the data interpretation. Moreover, the microarray data do not allow for bioinformatic analyses of mRNA structural features, e.g., the lengths of 5′ UTRs, coding sequences, and 3′ UTRs, and provide no information on the expression levels of individual isoforms for genes with multiple transcripts. Although sncRNAs are known to act mainly at post-transcriptional levels, the relationship between sncRNAs and mRNAs subjected to translational delay has not been investigated. More importantly, it remains an outstanding question how 3′ UTR length control fits into the overall theme of cytoplasmic compartmentalization as a critical post-transcriptional regulatory mechanism during spermiogenesis (i.e., the process through which spermatids differentiate into spermatozoa).

To fill these knowledge gaps, we conducted comprehensive transcriptomic profiling analyses on three spermatogenic cell types (pachytene spermatocytes and round and elongating spermatids) purified from adult mouse testes using RNA-Seq, and we determined not only the levels of both mRNAs and sncRNAs, but also their cytoplasmic compartmentalization. Bioinformatics analyses revealed miRNAs were mostly enriched in RNPs, and RNP-enriched miRNAs preferentially target RNP-enriched mRNAs. More interestingly, we found that miRNAs could distinguish shorter and longer 3′ UTR transcripts based on the distance between their binding sites and the stop codon. Overall, our genome-wide transcriptomic and bioinformatics analyses have uncovered a highly likely mechanism through which miRNAs shape the haploid male germ cell-specific transcriptome characterized by RNP-enrichment of transcripts with shorter 3′ UTRs.

## Results

### Cycloheximide supplementation is essential for the detection of polyribosome-associated RNAs in purified spermatogenic cells

To perform RNA-Seq analyses, we purified pachytene spermatocytes and round and elongating spermatids from wild-type adult testes using the STA-PUT method [34] (Fig. 1a). Based on cell morphology, the purity for pachytene spermatocytes and round and elongating spermatids was estimated at 90, 95, and 65%, respectively (Fig. 1a). Using a sucrose gradient centrifugation protocol [33, 35], we fractionated the cytoplasmic contents into 22 fractions, from which large and small RNAs associated with RNPs (fractions 1–4) and polysomes (fractions 16–22) were isolated for RNA-Seq analyses. By measuring OD_254_, three peaks, representing RNP, mono-ribosome, and poly-ribosome fractions, were observed (Fig. 1b). When the fractionation buffer was supplemented with EDTA, both transcripts and polysomes became disassociated, leading to the disappearance of RNA peaks in the polysome fractions, demonstrating that the polysome-associated RNAs under the EDTA-free conditions are truly the ones specifically bound to polysomes.

**Fig. 1:**
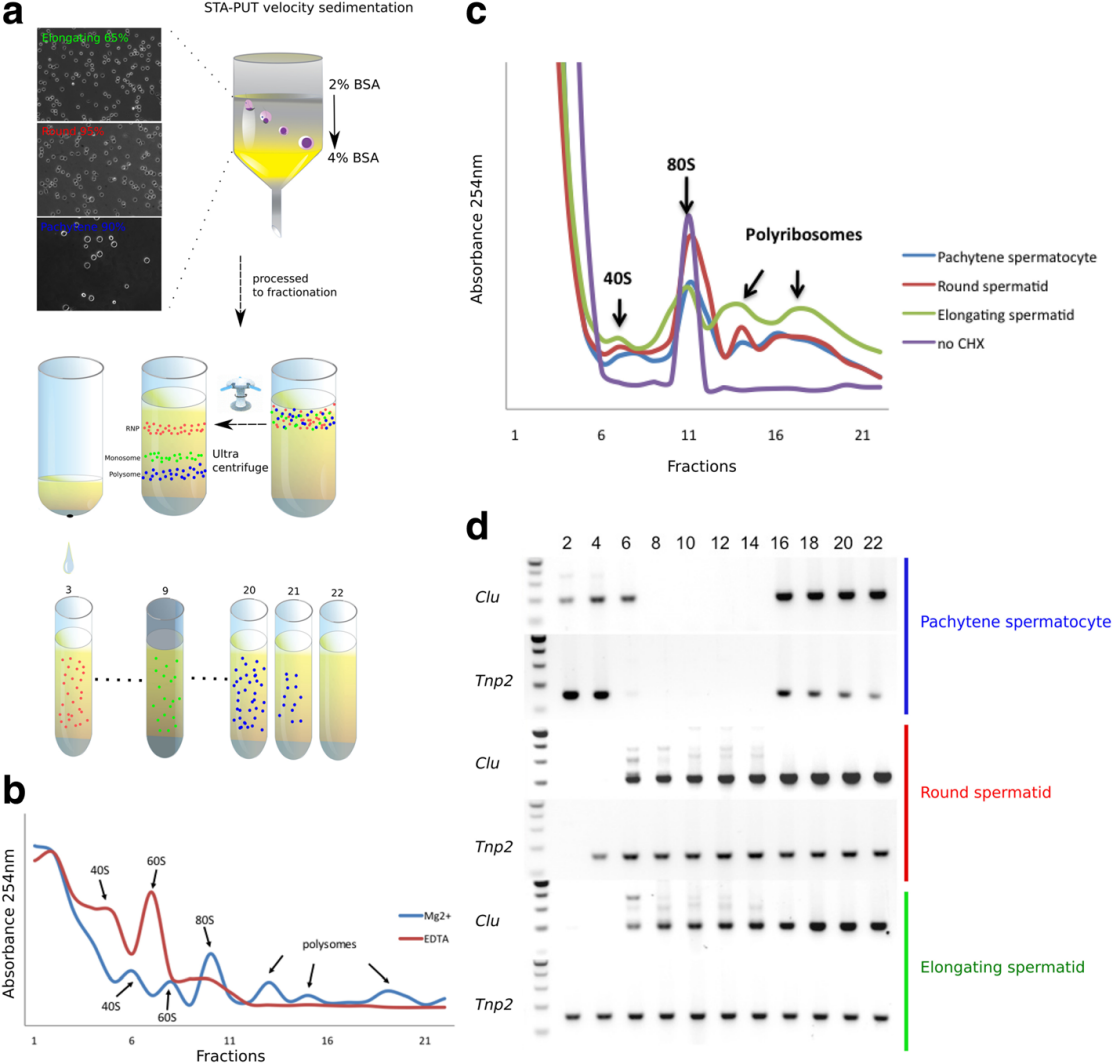
Purification and fractionation of cytoplasmic contents and RNA isolation from pachytene spermatocytes, round spermatids, and elongating spermatids. **a** The STA-PUT method used for purification of pachytene spermatocytes, round spermatids, and elongating spermatids from adult mouse testes, and the sucrose gradient ultracentrifugation-based fractionation procedure for isolating RNAs enriched in ribonuclear particles (RNPs) and polysomes. The morphology and purity of the three types of spermatogenic cells isolated are shown in images at the *top left*. **b** RNA distribution in RNP (fractions 1–4), monosome (fractions 5–15), and polysome (fractions 16–22) fractions of total testis lysates. In the presence of EDTA, RNA and polysomes disassociate, leading to the disappearance of polysome peaks and an increase of monosome peaks. We collected the RNP and polysome fractions in this study. **c** RNA distribution in RNP (fractions 1–4), monosome (fractions 5–15), and polysome (fractions 16–22) fractions of purified pachytene spermatocytes and round and elongating spermatids. Please note that, in the absence of cycloheximide (*CHX*), in the buffer during cell purification, the polysome peaks disappeared. **d** Distribution of *Tnp2* (a male germ cell-specific gene known to display delayed translation during spermiogenesis) and *Clu* (a ubiquitous gene known to be translated throughout spermatogenesis) among all the fractions collected from three spermatogenic cell types

We then fractionated the purified spermatogenic cells followed by RNA isolation. However, we noticed that RNAs in the polysome fractions of the purified spermatogenic cells were largely non-existent (Fig. 1c); this has been suggested previously to result from cessation of transcription, but continuous translation when cells are processed in vitro for an extended period, because the mRNAs already loaded onto the polyribosomes can be exhausted rather quickly [36, 37]. To block translation, we supplemented the cell purification and fractionation buffers with cycloheximide (CHX) and, interestingly, the polysome peaks reappeared after fractionation using the purified spermatogenic cells (Fig. 1c). The distribution of *Clu* (a gene known not to be subjected to delayed translation) and *Tnp2* (a gene known to be translationally delayed) [33] further demonstrated the proper fractionation of the cytoplasmic contents into RNP (i.e., translationally suppressed) and polyribosome (i.e., translationally active) fractions using purified spermatogenic cells.

### miRNAs are mostly enriched in RNPs from pachytene spermatocytes to round spermatids and the shift of miRNAs from RNPs to polysomes coincides with active translation in elongating spermatids

Using small RNAs isolated from the RNP and polyribosome fractions of purified pachytene spermatocytes, round spermatids, and elongating spermatids, we conducted RNA-Seq analyses to profile small RNAs. We annotated eight known small RNA species, including tRNA-derived small RNAs (tsRNAs), small nuclear RNAs (snRNAs), small nucleolar RNAs (snoRNAs), ribosome RNA-derived small RNAs (rRNAs), mitochondrial tRNA-derived small RNAs (mt_tRNAs), mitochondrial rRNA-derived small RNAs (mt_rRNAs), microRNAs (miRNAs), and endogenous small interference RNAs (endo-siRNAs). We also determined their expression levels and relative enrichment in RNPs and polysomes (Fig. 2). Among all the small RNAs identified, piRNAs were the most abundant in both RNPs and polysomes (Additional file 1: Figure S1). Since no significant piRNA enrichment was noted in any of the three cell types (Additional file 1: Figure S1), we did not investigate piRNAs in the present study. To demonstrate the movement of other small RNA species between RNP and polysome fractions during spermiogenesis, we first identified the RNP-enriched sncRNAs [defined as log_2_(Polysome counts/RNP counts) <0, counts >1, Student’s *t*-test, *p* < 0.05] and polysome-enriched sncRNAs [log_2_(Polysome counts/RNP counts) >0, counts >1, Student’s *t*-test, *p* < 0.05]. In both pachytene spermatocytes and round spermatids, snRNAs, tsRNAs, miRNAs, and endo-siRNAs were predominantly enriched in RNPs (Fig. 2a, b). Conversely, rRNAs and snoRNAs were mainly accumulated in the polysomes in these two cell types, consistent with their roles in translation [38, 39] (Fig. 2a, b). When round spermatids develop into elongating spermatids, a significant proportion (~37%) of miRNAs, in addition to snoRNAs and rsRNAs, became enriched in polysomes, and this polysome enrichment of miRNAs was not observed in either spermatocytes or round spermatids (Fig. 2c). By analyzing their levels based on the sncRNA-Seq data, we found that these miRNAs were highly expressed in both RNPs and polysomes in pachytene spermatocytes and round spermatids, but drastically shifted to polysomes in elongating spermatids (Fig. 2d, e). By analyzing the expression levels of five such miRNAs in RNPs and polysomes of the three spermatogenic cell types, we found that their levels decreased in RNPs and increased in polysomes from round to elongated spermatids (Fig. 2f), further supporting that these miRNAs indeed represent those shifting from RNPs to polysomes in elongating spermatids. However, it is noticeable that many other miRNAs remained enriched in RNPs in elongated spermatids (Fig. 2c). Taken together, our small RNA profiling data demonstrate the following: 1) an increasing number of miRNAs became enriched in RNPs from pachytene spermatocytes to round spermatids, coinciding with the accumulation of haploid transcripts that are subjected to translational suppression in RNPs; 2) a large number of miRNAs shifted from RNPs to polyribosomes in elongating spermatids, coinciding with increased translational activity of haploid transcripts in late spermiogenesis; 3) polysome-enriched miRNAs in elongating spermatids represent those coming out of RNPs because their levels decreased in RNPs and increased in polysomes during late stages of spermiogenesis.

**Fig. 2:**
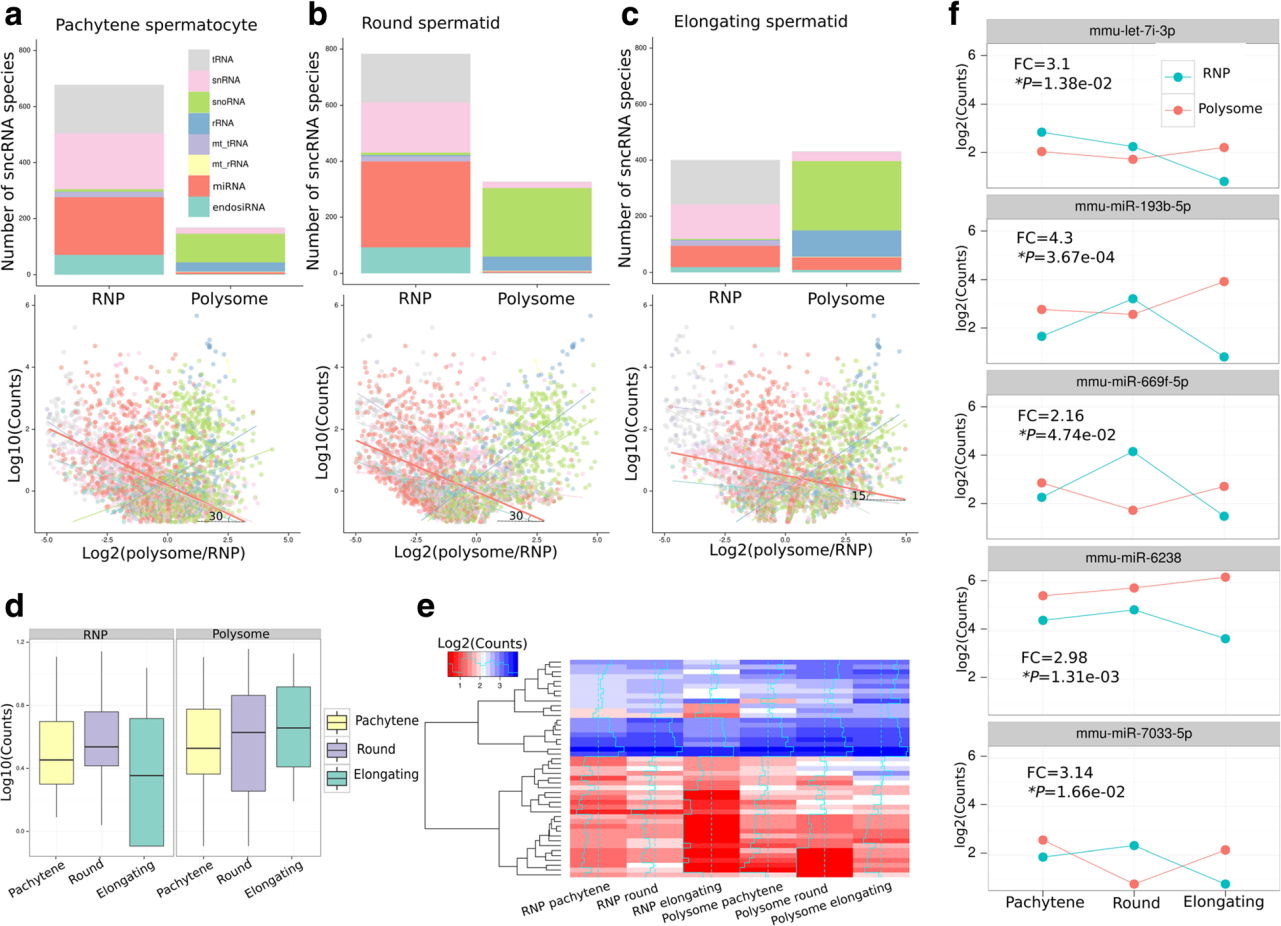
Distribution of small noncoding RNAs (*sncRNAs*) in RNP and polysome fractions in pachytene spermatocytes, round spermatids, and elongating spermatids. **a**–**c** sncRNAs preferentially enriched in RNP or polysome fractions in pachytene spermatocytes (**a**), round spermatids (**b**), and elongating spermatids (**c**). *Upper panels*: RNP-enriched sncRNAs were defined by log_2_(Levels in polysome/Levels in RNP) <0 (Student’s *t*-test, *p* < 0.05), whereas polysome-enriched sncRNAs were those with log_2_(Levels in polysome/Levels in RNP) >0 (Student’s *t*-test, *p* < 0.05). The *y-axis* represents the total number of fraction-enriched sncRNA species. *Lower panels*: dot plots showing correlations between actual expression levels and the ratio of polysome levels to RNP levels of sncRNAs. The *y-axis* shows the log_10_ values of all sncRNA expression counts. The *x-axis* represents the log_2_ values of the ratio of polysome levels to RNP levels. The sncRNAs with higher expression levels in the RNP fraction tend to locate to the *left*, whereas sncRNAs with higher expression levels in the polysome fraction are clustered towards the *right*. Linear regression lines for each group are plotted over the data points. Note the angle of the regression lines of miRNAs are ~30° in pachytene spermatocytes (**a**) and round spermatids (**b**), whereas it decreased to ~15 ° in elongating spermatids (**c**), suggesting a shift of miRNAs from RNP to polysome fractions in elongating spermatids. **d** Boxplots showing average levels of the miRNAs shifting from RNP to polysome fractions in elongating spermatids. The average counts (*y-axis*) of those miRNAs increased in the polysome fraction but decreased in the RNP fraction from round to elongating spermatids. **e** Heat map showing levels of the miRNAs shifting from RNP to polysome fractions in elongating spermatids. Values of log_2_ (RPKM) are presented as variable colors from *red* to *blue*. These miRNAs were upregulated in the polysome fraction and simultaneously downregulated in the RNP fraction from round to elongating spermatids. **f** Expression profiles of the five miRNAs displaying a shift from RNP to polysome in elongating spermatids. All five miRNAs were upregulated in the polysome fraction but downregulated in the RNP fraction from round to elongating spermatids. Student’s *t*-test was used to evaluate statistical significance, and *p* values and fold changes (*FC*) are marked. *Asterisks* indicate statistically significant *p* values

### 3′ UTRs of RNP-enriched mRNAs become increasingly shorter compared to those accumulated in polysomes from pachytene spermatocytes to round and elongating spermatids

Using large RNAs isolated from the RNP and polyribosome fractions of purified pachytene spermatocytes, round spermatids, and elongating spermatids, we conducted RNA-Seq analyses to profile mRNAs. 

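RNA from the RNP (gradient fractions 1 to 4) and polysome (fractions 16 to 22) fractions of the 3 cell types was sequenced in 18 libraries, 3 for each combination of cell type and fraction, all from wild-type mice. According to the methods, cells from 8 testes were purified together by the STA-PUT method, and their purity by morphology is given as 90% for pachytene spermatocytes, 95% for round spermatids and 65% for elongating spermatids; the text does not state which libraries come from the same purification. Stranded total RNA libraries were sequenced partly as single and partly as paired reads, and the text does not say which libraries were read in which way. The authors trimmed the reads with the FASTX-Toolkit, aligned them to mm9 with TopHat2 and assembled each library on its own with Cufflinks, which gave a list of transcripts with an FPKM for each library. A transcript that was not assembled in a library is missing from its list and was taken here as an FPKM of 0. A 0 therefore does not mean that the RNA was absent. Single-exon transcripts were counted only for genes with 1 exon. For a gene with introns, a 0, or "not assembled", means here that no spliced transcript of it was counted. The normalization with control mRNAs and the filter on low FPKM that the methods describe come after these lists and are not in the values. The lists held 26773 transcripts (pachytene RNP replicate 3) to 109864 transcripts (round polysome replicate 3), of which 61.8% (elongating RNP replicate 2) down to 24.8% (round polysome replicate 3) were spliced. No read counts are given, and the coverage per unit of FPKM, which is 1 constant per library and rises with its depth and read length, was 1.20 to 1.59 in pachytene RNPs, 1.53 to 2.20 in pachytene polysomes, 1.64 to 1.80 in round RNPs, 1.76 to 2.15 in round polysomes, 1.71 to 2.26 in elongating RNPs and 1.83 to 1.95 in elongating polysomes.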

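Transcripts were matched to GENCODE release vM1, which is on mm9 coordinates, by strand and intron chain, and the FPKM of a gene is the sum over its transcripts. Differences were tested with limma on log2(FPKM + 1) in 1 fit of all 18 libraries, over the 14628 genes and 31502 transcripts with an FPKM of at least 1 in at least 3 libraries, and fold changes on this scale understate the change of genes with low FPKM. Genes were called at a Benjamini-Hochberg adjusted p under 0.05, and transcripts at an unadjusted p under 0.1, the level named in the legend of Fig. 4. Permutation tests took both tails, with 1e+05 permutations for a difference between sets of transcripts, which are not independent replicates, and all splits for 3 libraries against 3. With 3 against 3 the smallest exact p is 0.1, so no such test can pass 0.05. Pearson's r between replicates, across genes, was 0.845 to 0.880 in elongating spermatids and 0.655 to 0.824 in pachytene spermatocytes. In round spermatids, libraries 1 and 3 gave an r of 0.842 in RNPs and 0.822 in polysomes, whereas the libraries numbered 2 gave 0.480 and 0.578 with the others in RNPs and 0.499 and 0.621 in polysomes. In the round libraries numbered 2, the median of 25 Sertoli cell genes lay 3.09 log2 units above the other round libraries in RNPs and 3.12 in polysomes, and that of 22 elongating spermatid genes changed by -4.55 and -3.68. Values without 1 or both of these libraries stand beside some of the results below. Further values without both are given with the other alternatives in the additional observations.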

To quantitatively compare expression levels of large and small RNAs in RNP versus polysome fractions, we selected 24 endogenous mRNAs which displayed comparable levels in both RNP and polysome fractions (Additional file 1: Figure S2) as internal control for linear regression normalization of the RNA-Seq data [40]. This normalization method was further validated using the other two normalization methods (geometric and quantile normalization). 

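In FPKM as deposited, most genes lay higher in the polysome than in the RNP fraction, with a median log2 fold change over the 14628 genes of 1.01 in pachytene spermatocytes, 0.65 in round spermatids and 0.71 in elongating spermatids. Geometric (median-ratio) factors over the 7011 genes with an FPKM above 1 in every library ran from -1.08 (pachytene RNP replicate 3) to -0.22 log2 units in the 9 RNP libraries and from 0.30 to 0.63 in the 9 polysome libraries. After division by these factors the medians were 0.18, 0.066 and 0.019. Between pachytene spermatocytes and round spermatids the median in RNPs moved from 0.22 to 0.080, and between round and elongating spermatids from -0.19 to -0.029. In polysomes they moved from -0.072 to 0.060 and from -0.15 to -0.086. FPKM is relative to all fragments of a library, and 1 noncoding gene on its own, AC154124.1, held 46.7% of the FPKM summed over the genes of all libraries together. Its FPKM ran from 6369 in elongating RNP replicate 1 to 3445000 in pachytene RNP replicate 3, and the share of the 10 highest genes from 22.9% in elongating polysome replicate 1 to 88.7% in pachytene RNP replicate 3, so a shift common to all genes can come from the make-up of a library. Fold changes between fractions are therefore given beside these medians, and counts of genes beside the counts after scaling.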

All three normalization methods produced similar scale factors, and normalization between the same (RNP versus RNP or polysome versus polysome) or different (RNP versus polysome) fractions also resulted in similar results (Additional file 1: Figure S3), demonstrating the validity of our normalization method and the robustness of our data.

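Within pachytene spermatocytes, most genes of the meiotic program had a higher FPKM in the polysome than in the RNP fraction. *Sycp1*, which encodes a central part of the synaptonemal complex, had an FPKM of 1390 ± 924 (SD, n = 3) in polysomes and 99.7 ± 81.7 (SD, n = 3) in RNPs, a log2 fold change of 4.14 (standard error 0.92, adjusted p = 0.0270 from limma). This call was lost without RNP replicate 3 (adjusted p = 0.134 from limma), polysome replicate 1 (0.0741) or polysome replicate 2 (0.0758), and after median-ratio scaling (log2 fold change 2.99, adjusted p = 0.268) or quantile normalization (0.276). Of 46 genes of meiosis and synapsis in a list written before the data were examined, 40 were higher in polysomes, 6 of them at an adjusted p under 0.05 and 12 when adjusted over the list alone, but their median of 1.21 lay close to that of all genes (camera, adjusted p = 0.336), and after scaling it was 0.18. *AY358078* on chromosome 14 from 52419721 to 52446034 had 1370 ± 736 FPKM (SD, n = 3) in polysomes and 10.4 ± 1.18 (SD, n = 3) in RNPs (log2 fold change 6.72, standard error 0.47, adjusted p = 4.90e-07 from limma), and it passed without any 1 library, after median-ratio scaling and after quantile normalization. Of 36 genes of ubiquitin and the proteasome, 35 were higher in polysomes with a median log2 fold change of 1.59, and 7 passed (21 when adjusted over the list alone). Set against all other genes by camera this list stood higher (adjusted p = 1.46e-05; 0.0418 after median-ratio scaling with a median of 0.48). The 22 elongating spermatid genes stood lower, with a median of -0.42 and 7 positive (adjusted p = 4.47e-08, and 6.46e-05 after scaling with a median of -1.53), as did 13 genes of nuclear condensation (median -0.42, adjusted p = 3.71e-04). Lists of translation factors (median 1.28, adjusted p = 0.0179) and of the endoplasmic reticulum (median 1.31, adjusted p = 0.0336) stood higher only before scaling (0.950 each after it). The 38 genes of the sperm tail had a positive median of 0.67, which was -0.34 after scaling, and camera placed them lower than other genes (adjusted p = 0.0309; 0.0324 after scaling). With camera's correlation between genes estimated from the data, none of these lists passed (adjusted p of 0.326 for nuclear condensation, 0.827 for elongating spermatid genes and 0.947 for the others).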

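In all, 874 genes were higher and 26 lower in the polysome than in the RNP fraction of pachytene spermatocytes, and after median-ratio scaling 17 were higher and 10 lower (12 and 9 after quantile normalization). The libraries decided the number, since 1575 genes passed without RNP replicate 1, 376 without RNP replicate 2, 31 without RNP replicate 3, and 107, 158 and 138 without polysome replicates 1, 2 and 3. The values of 4404 genes did not overlap between the fractions, against 10% of genes by chance. Of the 31502 transcripts, 4638 were enriched in polysomes and 899 in RNPs at an unadjusted p under 0.1, where chance gives 3150 in both directions together, and 163 and 28 passed an adjusted p under 0.05. After median-ratio scaling the transcripts numbered 2702 and 1233. Those with the intron chain of an annotated mRNA were 2268 and 322. In simulated data built on these libraries, 63 of 100 genes changed by 16-fold and 14 of 100 changed by 4-fold were called between these fractions.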

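In round spermatids single genes differed between the fractions. *Pnpla7*, on chromosome 2 from 24831553 to 24909577, had an FPKM of 282 ± 111 (SD, n = 3) in polysomes and 7.13 ± 1.83 (SD, n = 3) in RNPs, a log2 fold change of 5.05 (standard error 0.70, adjusted p = 0.00249 from limma), and it passed when any 1 library was left out but not when the round libraries were fitted alone (0.0638) or with gene values weighted by length, which were chosen after the data were seen (log2 fold change 2.11, adjusted p = 0.0956). *Cdk1*, the cyclin-dependent kinase of the meiotic divisions, had 133 ± 106 and 16.8 ± 8.30 FPKM (SD, n = 3 each) and a log2 fold change of 2.73 (standard error 0.53, adjusted p = 0.0375 from limma), a call that ended without RNP replicate 1 (0.137), RNP replicate 3 (0.219), polysome replicate 2 (0.0703) or polysome replicate 3 (0.0703) and after scaling (0.156). All 36 genes of ubiquitin and the proteasome were higher in polysomes, with a median log2 fold change of 1.35, although only 1 passed when adjusted over the list alone (camera, adjusted p = 1.84e-05, and 0.00727 after scaling with a median of 0.59). Ribosomal protein genes went the other way relative to all genes, with a median of -0.11 over 82 genes, 37 of them positive (adjusted p = 1.41e-05, and 3.95e-16 after scaling with a median of -0.88). The elongating spermatid list again stood lower (median -0.31, 9 of 22 positive, adjusted p = 1.79e-04; 0.0318 after scaling). Of 32 cell cycle genes 30 were higher (median 1.15, adjusted p = 0.0078; 0.117 after scaling). With the replicate number as a block, a pairing that the text does not state, these 4 lists passed. Nonsense-mediated decay (median 1.09, adjusted p = 0.0226; 0.0827 with the block), cleavage and polyadenylation (median 0.93; 0.0482 and 0.0905), nuclear condensation (0.0401 and 0.0688) and histones (0.0482 and 0.0905) did not. The median of the nuclear condensation list was 0.054 (-0.67 after scaling) and its mean -0.33, and histones, placed lower than other genes, had a median of 0.20 and a mean of 0.53. With an estimated correlation the adjusted p of all 8 lists was 0.732.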

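The genes called in round spermatids were 37 higher and 11 lower in polysomes, and 15 and 11 after median-ratio scaling. Without RNP replicates 1, 2 and 3 the number was 27, 84 and 17, and it was 97 without polysome replicate 2 and 17 without polysome replicate 3. With both round libraries numbered 2 left out, a choice made after the data were seen, 81 genes were higher and 18 lower. The values of 2206 genes did not overlap between the fractions (10% by chance). At an unadjusted p under 0.1, 3043 transcripts were enriched in polysomes and 1293 in RNPs, and after scaling 2362 and 1728.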

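In elongating spermatids the genes with the highest FPKM in RNPs included *Prm1*, which encodes protamine 1 and is stored before translation. It was listed at 13600, 4614 and 5116 FPKM in the 3 RNP libraries, and at 831 FPKM in polysome replicate 2 but was not assembled in the other 2 polysome libraries (log2 fold change -9.51, standard error 2.54, adjusted p = 0.0666 from limma; 0.0202 without polysome replicate 2). *Tnrc6c*, a GW182 protein of the microRNA pathway, had 25.3 ± 6.75 FPKM (SD, n = 3) in polysomes and 6.11 ± 1.64 (SD, n = 3) in RNPs (log2 fold change 1.88, standard error 0.41, adjusted p = 0.0344 from limma). The call was lost without RNP replicate 1 (0.112) or 2 (0.168), without polysome replicate 1 (0.118), 2 (0.0693) or 3 (0.102), and after median-ratio scaling (log2 fold change 1.06, adjusted p = 0.414). *Rbm8a*, a protein of the exon junction complex, was higher in polysomes by a log2 fold change of 2.86 (adjusted p = 0.0449 from limma), which ended without RNP replicate 1 (0.155) or 2 (0.214), without polysome replicates 1, 2 and 3 (0.128, 0.109 and 0.114) and after scaling (0.231). The histone gene *Hist1h2bp*, whose near-identical copies can share reads with it, had 373 ± 64.7 FPKM in polysomes and 27.9 ± 48.3 in RNPs, where only replicate 2 has it (SD, n = 3 each; log2 fold change 6.39, standard error 1.13, adjusted p = 0.0106 from limma; 0.0677 without RNP replicate 1 and 0.0628 after scaling). Of 36 genes of ubiquitin and the proteasome 35 were higher in polysomes, none past the threshold over all genes and 14 when adjusted over the list alone (median log2 fold change 1.24, camera adjusted p = 0.00153; 0.102 after scaling). All 15 genes of nonsense-mediated decay were higher (median 1.25, adjusted p = 0.0398; 0.236 after scaling). The elongating spermatid genes had a median of 0.37 (-0.36 after scaling) but a mean of -0.44 and were placed lower than other genes (adjusted p = 0.00163; 0.0444 after scaling), as were 18 peritubular genes (median 0.033, or -0.77 after scaling, mean -0.064, adjusted p = 0.0291; 0.072 after scaling). With an estimated correlation the adjusted p of these 4 lists was 0.937.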

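Across elongating spermatids 199 genes were higher and 31 lower in polysomes, and 36 and 32 after median-ratio scaling (16 and 23 after quantile normalization). Their number fell without RNP replicate 1 (49), RNP replicate 2 (41) and polysome replicates 1, 2 and 3 (81, 71 and 77). For 5656 genes the values did not overlap between the fractions, against 10% by chance. Transcripts enriched at an unadjusted p under 0.1 numbered 3687 in polysomes and 1495 in RNPs, and 2707 and 2008 after scaling. Among them 1069 and 310 had the intron chain of an annotated mRNA.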

By analyzing the distribution of mRNAs in RNP and polysome fractions in late pachytene spermatocytes and round and elongating spermatids, we found that the number of mRNAs that were preferentially enriched in RNPs was almost twice that in polysomes in pachytene spermatocytes (679 mRNAs enriched in RNPs versus 355 in polysomes) and elongating spermatids (793 in RNPs versus 422 in polysomes), whereas similar numbers of mRNAs accumulated in either of the two fractions in round spermatids (762 in RNP versus 752 in polysomes) (Additional file 1: Table S1). By comparing the average length of mRNAs in RNPs and polysomes from the same spermatogenic cell type, we determined that the RNP-enriched transcripts were ~700 nucleotides shorter than those abundant in the polysome fractions in pachytene spermatocytes (Additional file 1: Table S2; Student’s *t*-test, *p* = 4.6e-5, and Wilcoxon rank sum test, *p* = 2.16e-7). However, in round spermatids, the average length of the RNP-enriched mRNAs appeared to be much shorter (by ~1376 nucleotides) than that of the polysome-enriched transcripts (Additional file 1: Table S2; Student’s *t*-test, *p* < 2.2e-16, and Wilcoxon rank sum test, *p* < 2.2e-16). Similarly, the average length of RNP-enriched transcripts was ~400 nucleotides shorter than those polysome-enriched ones in elongating spermatids (Additional file 1: Table S2; Student’s *t*-test, *p* = 2.5e-2, and Wilcoxon rank sum test, *p* = 6.6e-6).

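In pachytene spermatocytes, annotated mRNAs enriched in polysomes had a spliced length of 2680 ± 1696 nucleotides (SD, n = 2268) and those enriched in RNPs 2878 ± 1944 (SD, n = 322), a difference of -198 nucleotides (permutation test, p = 0.0557). In the structures as assembled, with unannotated transcripts included, polysome-enriched transcripts were longer, at 2244 ± 1623 (SD, n = 4638) against 2013 ± 1644 (SD, n = 899), by 230 nucleotides (permutation test, p = 1.30e-04). The difference between annotated mRNAs was -377 nucleotides without RNP replicate 1 (permutation test, p = 0.00599), -641 without RNP replicate 3 (0.001), -431 without polysome replicate 3 (0.002) and 207 without RNP replicate 2 (0.0829).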

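In round spermatids the spliced length of annotated mRNAs was 3037 ± 1985 nucleotides (SD, n = 941) for those enriched in polysomes and 2900 ± 1854 (SD, n = 352) for those enriched in RNPs, 137 nucleotides apart (permutation test, p = 0.260). After median-ratio scaling the difference was 436 nucleotides (p = 0.001, the smallest that 1000 permutations give). It also passed without RNP replicate 2 (206 nucleotides, permutation p = 0.041), polysome replicate 1 (230, p = 0.041) or polysome replicate 3 (306, p = 0.012), and it was negative without RNP replicate 1 (-147), RNP replicate 3 (-223) or polysome replicate 2 (-6.42). As assembled, the transcripts measured 2188 ± 1715 (SD, n = 3043) and 1846 ± 1613 (SD, n = 1293), a difference of 342 nucleotides (permutation test, p = 1e-05, the smallest that 1e+05 permutations give).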

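In elongating spermatids, annotated mRNAs enriched in polysomes were 2547 ± 1864 nucleotides long (SD, n = 1069) and those enriched in RNPs 2779 ± 2076 (SD, n = 310), a difference of -232 nucleotides (permutation test, p = 0.0608; -338 and p = 0.00899 without RNP replicate 3, and 85.9 and p = 0.506 without polysome replicate 1). After median-ratio scaling it was 39.6 nucleotides (permutation p = 0.755). Assembled structures gave 1878 ± 1505 (SD, n = 3687) and 1682 ± 1494 (SD, n = 1495), which is 196 nucleotides in the other direction (permutation test, p = 5e-05).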

Using SpliceR [15, 41], we extracted 5′ and 3′ UTR sequences for the Cufflink-assembled mRNA transcripts (69,013 mRNAs). To validate and correct the end of 3′ UTRs, we compared the 3′ UTR sequences of the 69,013 transcripts with those in a mouse testis polyadenylation site sequencing (PAS) dataset downloaded from the Gene Expression Omnibus (GEO) database at the NCBI (accession GSM747485). Interestingly, ~90% of our Cufflink-assembled transcripts contained correct 3′ UTR ends. We chose four transcripts (*Cebpg*, *Eif4h*, *Ubp1*, and *Hip1*) to demonstrate this validation procedure (Additional file 1: Figure S4). This “correction” procedure further improved the accuracy of the 3′ UTR length analyses.

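Annotated 5′ UTRs differed little between the fractions in any of the 3 cell types. Their mean length was 206 nucleotides (SD 185, n = 2258) in polysome-enriched and 200 (SD 186, n = 319) in RNP-enriched mRNAs of pachytene spermatocytes, 5.69 nucleotides apart (permutation test, p = 0.609). In round spermatids the means were 210 (SD 185, n = 933) and 194 (SD 171, n = 351), with the largest difference of the 3, 15.4 nucleotides (permutation test, p = 0.175). In elongating spermatids they were 209 (SD 217, n = 1063) and 204 (SD 193, n = 305), a difference of 5.11 nucleotides (permutation test, p = 0.710). These are the annotated lengths of the matching reference transcripts, and the 5′ ends of the assembled transcripts were not used.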

Significant differences in average 5′ UTR length between RNP- and polysome-enriched mRNAs were only observed in round spermatids (Additional file 1: Table S3; Student’s *t*-test, *p* = 2.0e-6, and Wilcoxon rank sum test, *p* < 2.2e-16), but not in pachytene spermatocytes and elongating spermatids (Additional file 1: Table S3). In contrast, the 3′ UTRs of RNP-enriched transcripts were universally shorter than those of the polysome-enriched ones in all three types of spermatogenic cells analyzed (Additional file 1: Table S4; Student’s *t*-test and Wilcoxon rank sum test, *p* values ranged from 2.2e-16 to 2.3e-3). Moreover, the average 3′ UTR length of RNP-enriched mRNAs became increasingly shorter from pachytene spermatocytes to round and then to elongating spermatids (Fig. 3a; Additional file 1: Table S4). 

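Polysome-enriched mRNAs had the longer mean 3′ UTR in each cell type, and the difference between annotated lengths passed the permutation test over transcripts in round spermatids only. That test does not shuffle libraries. Of the 10 splits of the round libraries, 7, the real one included, gave a difference of at least that size, up to 692.5 nucleotides. In round spermatids the annotated 3′ UTR was 1299 ± 1394 nucleotides (SD, n = 941) in polysome-enriched and 1052 ± 1118 (SD, n = 352) in RNP-enriched mRNAs, a difference of 248 nucleotides (permutation test, p = 0.00298). It fell to 110 without RNP replicate 1 (permutation p = 0.197), 45.3 without RNP replicate 3 (0.652) and 15.1 without polysome replicate 2 (0.838). In pachytene spermatocytes the lengths were 1206 ± 1248 (SD, n = 2268) and 1089 ± 1155 (SD, n = 322), 117 nucleotides apart (permutation test, p = 0.111; 254 and p = 0.003 without RNP replicate 2, 237 and p = 0.004 without polysome replicate 1, -4.69 and p = 0.951 without RNP replicate 3, -29.5 and p = 0.697 without polysome replicate 3). In elongating spermatids they were 1050 ± 1345 (SD, n = 1069) and 989 ± 1293 (SD, n = 310), a difference of 61.6 nucleotides (permutation test, p = 0.476; 9.48 and 1.35 without RNP replicates 2 and 3, and 112, 94.2 and 134 without polysome replicates 1, 2 and 3, none past the threshold). Measured instead from the annotated stop codon to the assembled end, a length chosen after the data were seen, the difference passed in all 3 cell types. It was 244 nucleotides in pachytene spermatocytes (1025 and 780, n = 3755 and 698) and 298 in round spermatids (1061 and 763, n = 2083 and 896), each with a permutation p of 1e-05, the smallest that 1e+05 permutations give, and 112 in elongating spermatids (803 and 691, n = 2563 and 951, permutation p = 2.80e-04).

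**Figure D1:**
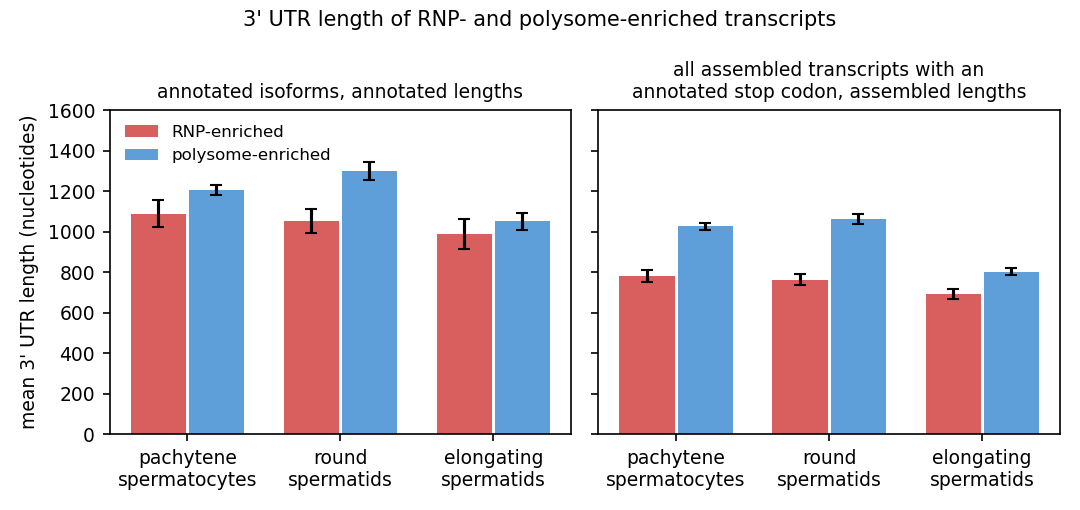
Mean 3′ UTR length in nucleotides (y-axis) of RNP-enriched and polysome-enriched transcripts in each cell type (x-axis), for annotated lengths on the left and assembled lengths on the right. Error bars are standard errors. Annotated means range from 989 to 1299 nucleotides and assembled means from 691 to 1061.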

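Between cell types, few genes changed in RNPs. *Tuba1c*, an alpha-tubulin gene on chromosome 15 from 98860322 to 98868536 that can share reads with other tubulin genes, had 16.6 ± 4.11 FPKM (SD, n = 3) in elongating RNPs and was not assembled in any round RNP library (adjusted p = 1.31e-04 from limma). *AL645971.1* had 38.8 ± 14.1 FPKM (SD, n = 3) in round RNPs and was not assembled in elongating RNPs (adjusted p = 1.60e-04 from limma). These 2 calls held without any 1 library, but not when only the libraries compared were fitted (adjusted p = 0.0681 each). *Rnf138*, a ubiquitin ligase gene, rose from 30.5 ± 16.9 to 224 ± 57.2 FPKM (SD, n = 3 each; log2 fold change 2.95, standard error 0.50, adjusted p = 0.0262 from limma), and *Lin52* from 4.44 ± 2.78 to 297 ± 210 (log2 fold change 5.42, standard error 0.86, adjusted p = 0.0172). The calls of *Rnf138* and *Lin52* were lost without round RNP replicate 2 (adjusted p = 0.125 for *Rnf138* and 0.0764 for *Lin52*), round RNP replicate 3 (0.0936 and 0.0922), elongating RNP replicate 1 (0.124 each) or elongating RNP replicate 3 (0.108 and 0.0963). The 38 genes of the sperm tail and fibrous sheath all had a positive log2 fold change from round to elongating RNPs, with a median of 1.28 (camera, adjusted p = 3.66e-10). Among the tail genes *Odf1* had 142 ± 166 FPKM in round and 632 ± 244 in elongating RNPs (SD, n = 3 each; adjusted p = 0.548 from limma), and *Akap4* 93.1 ± 104 and 575 ± 201 (adjusted p = 0.497). Of 22 elongating spermatid genes 21 had a positive fold change, and as a list they stood higher (median 3.21, adjusted p = 1.63e-10). The lists of spermatogonia genes (median -1.02, 1 of 20 positive, adjusted p = 4.50e-04) and Sertoli cell genes (median -1.11, 0 of 25 positive, adjusted p = 0.00142) stood lower. Acrosome genes (adjusted p = 4.81e-04), round spermatid genes (1.32e-04), sperm energy metabolism (1.32e-04) and nuclear condensation (0.0137) were also higher, and the endoplasmic reticulum (0.0125) and histones (0.0356) lower. Without the round libraries numbered 2 the tail (0.00813), elongating spermatid (5.89e-06) and energy metabolism (0.0321) lists passed, and spermatogonia (0.0862), Sertoli cells (0.667), acrosome (0.662), round spermatid genes (0.438), nuclear condensation (0.175), the endoplasmic reticulum (0.0512) and histones (0.404) did not. With an estimated correlation these 10 lists had adjusted p of 0.755 to 0.835.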

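Transcripts higher in round than in pachytene RNPs (310 annotated mRNAs) and transcripts higher in pachytene RNPs (373) had the same mean annotated 3′ UTR of 1033 nucleotides (SD 1155 and 1052; permutation test of the difference, p = 0.996). The sign of this difference turned on single libraries, with 254 nucleotides without pachytene RNP replicate 2 (permutation p = 0.012), 162 without round RNP replicate 1 (0.105), 205 without round RNP replicate 3 (0.032) and -165 without round RNP replicate 2 (0.023). From round to elongating spermatids, the 390 mRNAs that were higher in elongating RNPs had a mean of 811 nucleotides (SD 1165) and the 467 that were lower 1102 (SD 1178), a difference of -291 nucleotides (permutation test, p = 2.60e-04; -127 and p = 0.267 without round RNP replicate 2). In RNPs 10 genes were higher and 2 lower in elongating spermatids (3 in all without round RNP replicate 3 and 24 without elongating RNP replicate 2), and after median-ratio scaling 50 and 11. The values of 2227 genes did not overlap (10% by chance). Transcripts at an unadjusted p under 0.1 numbered 1779 higher and 1222 lower, 3001 in all, where chance gives 3150.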

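In polysomes, the 46 meiosis genes moved little from pachytene spermatocytes to round spermatids (median log2 fold change -0.067, 22 positive), and single genes were called. *Cks2*, which encodes a cyclin-dependent kinase subunit and lies on chromosome 13 from 51740601 to 51746029, fell from 186 ± 44.0 to 24.6 ± 12.4 FPKM (SD, n = 3 each; log2 fold change -2.97, standard error 0.45, adjusted p = 0.0102 from limma; 0.053 without pachytene polysome replicate 2 and 0.0511 without round polysome replicate 3). *AY358078* dropped from 1370 ± 736 to 7.63 ± 1.06 FPKM (log2 fold change -7.13, standard error 0.47, adjusted p = 7.97e-07), which held without any 1 library but not when only the libraries compared were fitted (0.114). *Mgll* fell from 52.0 ± 15.9 to 7.17 ± 2.12 FPKM (log2 fold change -2.69, standard error 0.47, adjusted p = 0.0277), but not past the threshold without pachytene polysome replicate 1 (0.107) or 2 (0.110), without round polysome replicate 1 (0.0551) or 3 (0.101), or after scaling (0.0622). *Hspa2*, a chaperone gene of germ cells, had 207 ± 132 FPKM (SD, n = 3) in round polysomes and no assembled spliced transcript in pachytene polysomes (adjusted p = 0.00432 from limma), and with gene values weighted by length, which count single-exon fragments, the direction turned (log2 fold change -0.47, adjusted p = 0.926). In all 4 genes were higher and 19 lower in round polysomes (3 and 11 after scaling), 14 without pachytene polysome replicate 2, 35 without pachytene polysome replicate 3, 56 without round polysome replicate 2 and 4 without round polysome replicate 3. Leydig cell genes (median -0.97, 2 of 15 positive, camera adjusted p = 0.00449) and ribosomal protein genes (median -0.40, 20 of 82 positive, 0.0316) fell, and genes with very long coding sequences (median 0.28, 0.00917), spermatogonia genes (0.57, 0.0377), peritubular genes (0.54, 0.00449) and macrophage and blood genes (0.88, 0.00858) rose. Without the round libraries numbered 2 spermatogonia genes did not pass (0.952), and after median-ratio scaling neither did they (0.0641) nor the ribosomal proteins (0.0805). With an estimated correlation none of the 6 passed (0.868 to 0.919). The 423 annotated mRNAs that rose had a mean 3′ UTR of 1249 nucleotides (SD 1386) and the 1179 that fell 1123 (SD 1167), 126 nucleotides apart (permutation test, p = 0.0713). The difference was 239 nucleotides without pachytene polysome replicate 3 and 269 without round polysome replicate 1 (permutation p = 0.001 each, the smallest that 1000 permutations give), and -138 without round polysome replicate 2 (p = 0.047).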

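From round to elongating polysomes the difference was the largest of the 4 comparisons between cell types. The 813 annotated mRNAs that rose had a mean 3′ UTR of 861 nucleotides (SD 1207) and the 1000 that fell 1395 (SD 1421), a difference of -534 nucleotides (permutation test, p = 1e-05, the smallest that 1e+05 permutations give). Their medians were 341 and 988 nucleotides. With 1 library left out at a time it ran from -629 (without round polysome replicate 1) to -344 (without round polysome replicate 2), past the threshold each time.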

While the average 3′ UTR length of polysome-enriched mRNAs showed a drastic decrease from round to elongating spermatids, it appeared to increase from pachytene spermatocytes to round spermatids (Fig. 3b; Additional file 1: Table S4). In addition, an inverse correlation was observed between the 3′ UTR length and the expression levels, i.e., mRNAs with shorter 3′ UTRs displayed higher expression levels in general (Fig. 3c, d). 

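Within each library, the rank correlation between the 3′ UTR length, from the annotated stop codon to the assembled end, and the FPKM of transcripts with an FPKM of at least 1 was weak. The mean Spearman coefficient over 3 libraries was -0.0709 (SD 0.0368) in pachytene RNPs, -0.0581 (SD 0.0427) in round RNPs and -0.0759 (SD 0.0146) in elongating RNPs. In polysomes it was -0.0418 (SD 0.00885), -0.0217 (SD 0.0447) and -0.0416 (SD 0.0125), and it was positive, at 0.0298, in 1 of the 18 libraries, round polysome replicate 2, which stands apart from the other round polysome libraries. These coefficients are across transcripts, which are not independent replicates, so no p is given for them. The fractions did not differ in them beyond the spread of the replicates in pachytene spermatocytes (0.0290; exact permutation test, p = 0.4; 0.0495 without RNP replicate 2 and 0.0139 without RNP replicate 3). In round spermatids the groups overlapped, with a difference of 0.0364 (exact permutation test, p = 0.4; 0.0107 without polysome replicate 2, 0.0568 without RNP replicate 2 and 0.0142 without RNP replicate 3). Within each replicate number the coefficient was higher in polysomes, at -0.0491 against -0.0546, 0.0298 against -0.0173 and -0.0458 against -0.103. That these numbers pair the libraries is not stated. In elongating spermatids all 3 RNP libraries lay below all 3 polysome libraries (exact permutation test, p = 0.1, the smallest that 3 against 3 allow).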

As an example, we showed the dynamic changes in expression levels of shorter and longer 3′ UTR isoforms of four such genes (*Cebpg*, *Eif4h*, *Ubp1*, and *Hip1*) in RNP and polysome fractions from pachytene spermatocytes to round and elongating spermatids (Fig. 3e). 

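The isoforms of *Cebpg*, *Eif4h*, *Ubp1* and *Hip1* were followed by their intron chains, and no annotated chains told a shorter from a longer 3′ UTR in any of the 4 genes. A chain does not fix where a transcript ends, so the annotated 3′ UTR length is a label of the chain. *Cebpg* (chromosome 7, 35831441 to 35841522) had 1 annotated isoform, with an annotated 3′ UTR of 3962 nucleotides. Its transcripts were assembled with 3′ UTRs of 751, 617 and 1233 nucleotides in elongating RNPs and of 2998 to 3820 in round polysomes. Its FPKM in pachytene spermatocytes, round spermatids and elongating spermatids was 8.67 ± 4.21, 7.83 ± 4.61 and 7.13 ± 4.29 in RNPs and 26.6 ± 1.03, 10.6 ± 3.29 and 12.0 ± 8.38 in polysomes (SD, n = 3 each). A *Cebpg* transcript with another intron chain and an assembled 3′ UTR of 385 nucleotides was listed at 25.8 FPKM in elongating polysome replicate 1. It is not in these values. The 3′ UTR of *Cebpg* to the assembled end, as the FPKM-weighted geometric mean of each library, was 2148 ± 1505, 2421 ± 1053 and 867 ± 324 nucleotides in RNPs and 3250 ± 165, 3434 ± 413 and 1564 ± 1236 in polysomes. From round to elongating spermatids this is a log2 ratio of -1.42 in RNPs (standard error 0.72, adjusted p = 0.758 from limma) and -1.45 in polysomes (standard error 0.72, adjusted p = 0.603). The 2 annotated isoforms of *Eif4h* (chromosome 5, 135095747 to 135115218) have 3′ UTRs of 1629 and 1632 nucleotides, and both were highest in polysomes of elongating or pachytene cells (81.7 ± 28.3 FPKM in elongating polysomes for the first, 67.3 ± 33.0 in pachytene polysomes for the second). The same weighted geometric mean for *Eif4h* was 1659 ± 54.8, 1627 ± 5.57 and 1202 ± 729 nucleotides in RNPs of pachytene, round and elongating cells and 1665 ± 46.8, 1722 ± 84.8 and 1638 ± 17.9 in polysomes (SD, n = 3 each). The lowest of these comes from elongating RNP replicate 3, with a geometric mean of 360 nucleotides, where *Eif4h* transcripts with 302 nucleotides were listed at 47.5 and 49.9 FPKM. For the gene as a whole, FPKM in pachytene spermatocytes was higher in polysomes by a log2 fold change of 1.87 (standard error 0.51, adjusted p = 0.0435 from limma), which ended without RNP replicate 2 (0.0603) or 3 (0.211), without polysome replicates 1, 2 or 3 (0.0897, 0.0873 and 0.119) and after median-ratio scaling (log2 fold change 0.73, adjusted p = 0.754). *Ubp1* (chromosome 9, 113840052 to 113886317) and *Hip1* (chromosome 5, 135882393 to 136020992) had unannotated intron chains only. For *Hip1* an unannotated chain was listed in 5 libraries, with an assembled 3′ UTR of 5239 nucleotides on average and of 4126 to 6221 in single libraries. Another with 422 nucleotides was listed in 3, too few to compare the groups. The weighted geometric mean of *Hip1* was 4083 nucleotides in pachytene RNPs (n = 2), 1544 ± 942 in round RNPs and 1499 ± 377 in elongating RNPs, and 3355 ± 2508, 2996 ± 2159 and 3141 ± 1751 in polysomes, with a spread between replicates as large as the differences. That of *Ubp1* was 1283 ± 579 in pachytene RNPs and 1618 to 1619 in the other groups with an assembled stop codon.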

In general, expression levels of longer 3′ UTR isoforms decreased, whereas those with shorter 3′ UTRs increased in both RNP and polysome fractions from pachytene spermatocytes to elongating spermatids. To validate these dynamic changes, we performed quantitative PCR (qPCR) analyses and the results (Additional file 1: Figure S5) were consistent with those from bioinformatic analyses (Fig. 3e).

**Fig. 3:**
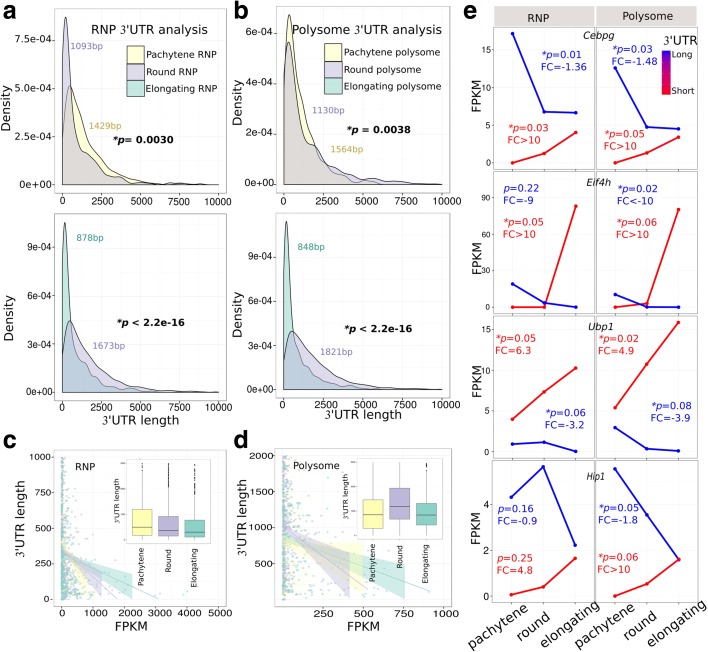
Dynamic 3′ UTR shortening during late meiotic and early haploid phases of spermatogenesis. **a** Density plots showing changes in 3′ UTR length of RNP-enriched mRNAs from pachytene spermatocytes to round (*upper panel*) and from round to elongating spermatids (*lower panel*). Note that the 3′ UTR length was deduced based on the total length and the position of the stop codon of all SpliceR CDS transcripts. The RNP-enriched transcripts were defined as those with upregulated levels in the RNP of one cell type when compared to another (Student’s *t*-test and Wilcoxon rank sum test). The 3′ UTR length of RNP-enriched transcripts becomes increasingly shorter from pachytene spermatocytes to round, and then to elongating spermatids. **b** Density plots showing changes in the 3′ UTR length of polysome-enriched mRNAs from pachytene spermatocytes to round (*upper panel*) and from round to elongating spermatids (*lower panel*). The polysome-enriched transcripts are defined as those with upregulated levels in the polysome fractions of one cell type when compared to another (Student’s *t*-test and Wilcoxon rank sum test). While the 3′ UTR length of polysome-enriched transcripts becomes significantly shorter from round to elongating spermatids, this change does not appear to be significant between pachytene spermatocytes and round spermatids. **c** Correlation between 3′ UTR length and expression level in the RNP fractions of pachytene spermatocytes and round and elongating spermatids. The RNP-enriched transcripts are defined as those significantly upregulated in RNPs compared to polysomes (Student’s *t*-test and Wilcoxon rank sum test) in each of the three cell types. The regression lines were plotted to show the average expression levels of RNP-enriched mRNAs. Note that the transcripts enriched in elongating spermatid RNP fractions display significantly shorter 3′ UTRs but higher expression levels. Boxplots if the inset demonstrate that the 3′ UTR length of RNP-enriched transcripts was increasingly shorter from pachytene spermatocytes to round and elongating spermatids (Student’s *t*-test and Wilcoxon rank sum test, *p* values ranged from 2.2e-16 to 2.3e-3; see Additional file 1: Table S4 for details). **d** Correlation between 3′ UTR length and expression levels in polysome fractions of pachytene spermatocytes and round and elongating spermatids. The polysome-enriched transcripts are defined as those significantly upregulated in polysome compared to RNP fractions (Student’s *t*-test and Wilcoxon rank sum test; see Additional file 1: Table S4 for *p* values) in each of the three cell types. The regression lines were plotted to show the average expression levels of polysome-enriched mRNAs. Note that the transcripts enriched in elongating spermatid polysome fractions display significantly shorter 3′ UTRs but higher expression. Boxplots in the inset demonstrate that the 3′ UTR length of polysome-enriched transcripts was significantly shorter from round to elongating spermatids (Student’s *t*-test and Wilcoxon rank sum test; see Additional file 1: Table S4 for *p* values), but it appears to increase from pachytene spermatocytes to round spermatids, although this is statistically insignificant. **e** Expression profiles of four genes (*Cebpg*, *Eif4h*, *Ubp1*, and *Hip1*), each with multiple transcript isoforms, in late meiotic (pachytene spermatocytes) and haploid (round and elongating) male germ cells. One longer 3′ UTR transcript isoform (in *blue*) and one shorter 3′ UTR isoform (in *red*) with the largest fold changes (*FC*) are shown for each of the four genes. Note that the longer 3′ UTR isoforms, in general, were downregulated, whereas the shorter 3′ UTR isoforms were upregulated. *P* values are based on Student’s *t*-test. *Asterisks* indicate statistically significant *p* values

Together, these data revealed that the overall 3′ UTR length became increasingly shorter from pachytene spermatocytes to round spermatids in both RNPs and polysomes. 

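With each transcript weighted by its FPKM, the mean 3′ UTR length of a library, from the annotated stop codon to the assembled end, was 595 ± 185 nucleotides (SD, n = 3) in pachytene RNPs, 484 ± 18.6 in round RNPs and 342 ± 92.9 in elongating RNPs. The step from pachytene to round RNPs was -111 nucleotides (exact permutation test, p = 0.4) and that from round to elongating RNPs -142 (exact p = 0.1, the smallest that 3 libraries against 3 allow, with every elongating library below every round one). The first was -19.4 without pachytene RNP replicate 2 and -204 without pachytene RNP replicate 3, the second -88.4 without elongating RNP replicate 1. With weights of log2(FPKM + 1) the first was -32.5, and without the 100 highest transcripts of each library -44.8. In polysomes the means were 466 ± 258, 602 ± 186 and 476 ± 40.2 nucleotides, a rise of 136 nucleotides from pachytene to round spermatids and a change of -126 from round to elongating spermatids (exact permutation tests, p = 0.4 each). Without round polysome replicate 2 these steps were 35.6 and -25.5, and without round polysome replicate 3 they were 219 and -209. The first was also 17.9 without pachytene polysome replicate 2 and 274 without pachytene polysome replicate 1. The rise turned with weights of log2(FPKM + 1), which gave -52.4 and -250 for the 2 steps, and without the 100 highest transcripts of each library, which gave -26.4 and -235. Among the 3 pachytene polysome libraries the mean ran from 230 to 742 nucleotides.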

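For genes whose assembled transcripts differ in 3′ UTR length, the FPKM-weighted geometric mean of the 3′ UTR to the assembled end was compared between cell types within each gene. From round to elongating spermatids, it was shorter in 17 genes and longer in 2 in RNPs, of 5432 genes tested, and in 22 and 1 of 6732 in polysomes (adjusted p under 0.05 from limma). Among the genes at an unadjusted p under 0.05 it was shorter in 360 and longer in 43 in RNPs (89.3% shorter), and in 541 and 62 in polysomes (89.7%). From pachytene spermatocytes to round spermatids the same counts were 1 shorter and 1 longer of 4957 genes in RNPs and 15 and 2 of 7183 in polysomes, with 53.7% and 74.4% shorter at an unadjusted p under 0.05. From round to elongating spermatids, 94 genes passed in polysomes without round polysome replicate 1, 14 without replicate 2 and 9 without replicate 3, and in RNPs 31 without round RNP replicate 1 and 41, 42 and 116 without elongating RNP replicates 1, 2 and 3. From pachytene spermatocytes to round spermatids, 8, 9, 1 and 12 genes passed in RNPs without pachytene RNP replicates 1 and 3 and round RNP replicates 1 and 2, and 30, 31, 37 and 49 in polysomes without pachytene polysome replicates 1 and 3 and round polysome replicates 1 and 2. With the replicate number as a block, a pairing that the text does not state, no gene passed in RNPs. The ends are those of the assembled transcripts and were not matched to polyadenylation sites, so a move between isoforms is not told from a different end of the assembly.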

For genes with multiple transcript isoforms, longer 3′ UTR isoforms were downregulated, whereas shorter 3′ UTR isoforms were upregulated, with round spermatids developing into elongating spermatids.

### RNP-enriched miRNAs preferentially target RNP-enriched mRNAs

The fact that the 3′ UTR length becomes increasingly shorter in RNPs than in polyribosomes from pachytene spermatocytes to round spermatids suggests a mechanism through which transcripts with shorter 3′ UTRs are selectively recruited into RNPs, whereas those with longer 3′ UTRs stay in or relocate to the polysome fractions. To test this hypothesis, we first investigated whether RNP-enriched mRNAs are preferentially targeted by RNP-enriched miRNAs and whether polysome-enriched miRNAs tend to bind polysome-enriched mRNAs. 

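Between fractions of the same cell, the FPKM-weighted mean 3′ UTR of pachytene spermatocytes differed by -129 nucleotides (polysomes minus RNPs), less than the spread of the libraries (exact permutation test, p = 0.5; -37.3 and -222 without RNP replicates 2 and 3, -267 and -11.0 without polysome replicates 1 and 2). It was 118 nucleotides longer in polysomes of round spermatids (exact permutation test, p = 0.4; 17.7 without polysome replicate 2 and 201 without polysome replicate 3) and 134 nucleotides longer in those of elongating spermatids (exact permutation test, p = 0.1, the smallest possible; 80.5 without RNP replicate 1). The pachytene value turned to 289 nucleotides longer in polysomes with weights of log2(FPKM + 1) and to 207 without the 100 transcripts with the highest FPKM in each library. In these settings the round value was 269 and 225 and the elongating value 162 and 124. Both round values were higher in polysomes within each replicate number, whereas with FPKM weights round replicate 3 was lower there. From the change in 3′ UTR length between cell types in RNPs and in polysomes, the paper proposes that transcripts with shorter 3′ UTRs are selectively taken into RNPs while those with longer ones stay in or move to polysomes.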

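As medians, the annotated 3′ UTR of polysome-enriched and RNP-enriched mRNAs was 799 and 699 nucleotides in pachytene spermatocytes (permutation test, p = 0.191), 833 and 657 in round spermatids (p = 0.0729) and 556 and 468 in elongating spermatids (p = 0.154). Within genes, the weighted 3′ UTR to the assembled end was longer in polysomes than in RNPs in 141 genes and shorter in 0 of 5254 tested in pachytene spermatocytes (limma; 857 longer and 11 shorter at an unadjusted p under 0.05), in 18 and 2 of 6085 in round spermatids and in 23 and 1 of 6066 in elongating spermatids. Of all genes compared, 88.7%, 84.0% and 78.0% had the longer value in polysomes. The same held for genes whose FPKM was not higher in polysomes (88.5% of 322, 82.9% of 945 and 81.3% of 672). For genes with several annotated isoforms, the share with the longer annotated 3′ UTR in polysomes was 51.2% of 213, 49.4% of 247 and 47.4% of 211. Of these genes, those also measured to the assembled end had the longer value in polysomes in 84.6% of 201, 75.8% of 227 and 71.9% of 196. In pachytene spermatocytes 34 genes passed without RNP replicate 3 and 86 without polysome replicate 2. In round spermatids 75 passed without RNP replicate 2, 4 without RNP replicate 3, 103 without polysome replicate 1, 13 without polysome replicate 3 and 5 with the replicate number as a block, and in elongating spermatids 47, 46 and 166 without RNP replicates 1, 2 and 3.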

By comparing the mRNA 3′ UTR length distribution between RNP and polysome fractions in each cell type, we found that 3′ UTRs of RNP-enriched transcripts were significantly shorter than those of polysome-enriched transcripts (Student’s *t*-test, *p* values ranged from 2.2e-16 to 2.3e-3; Fig. 4a).

**Fig. 4:**
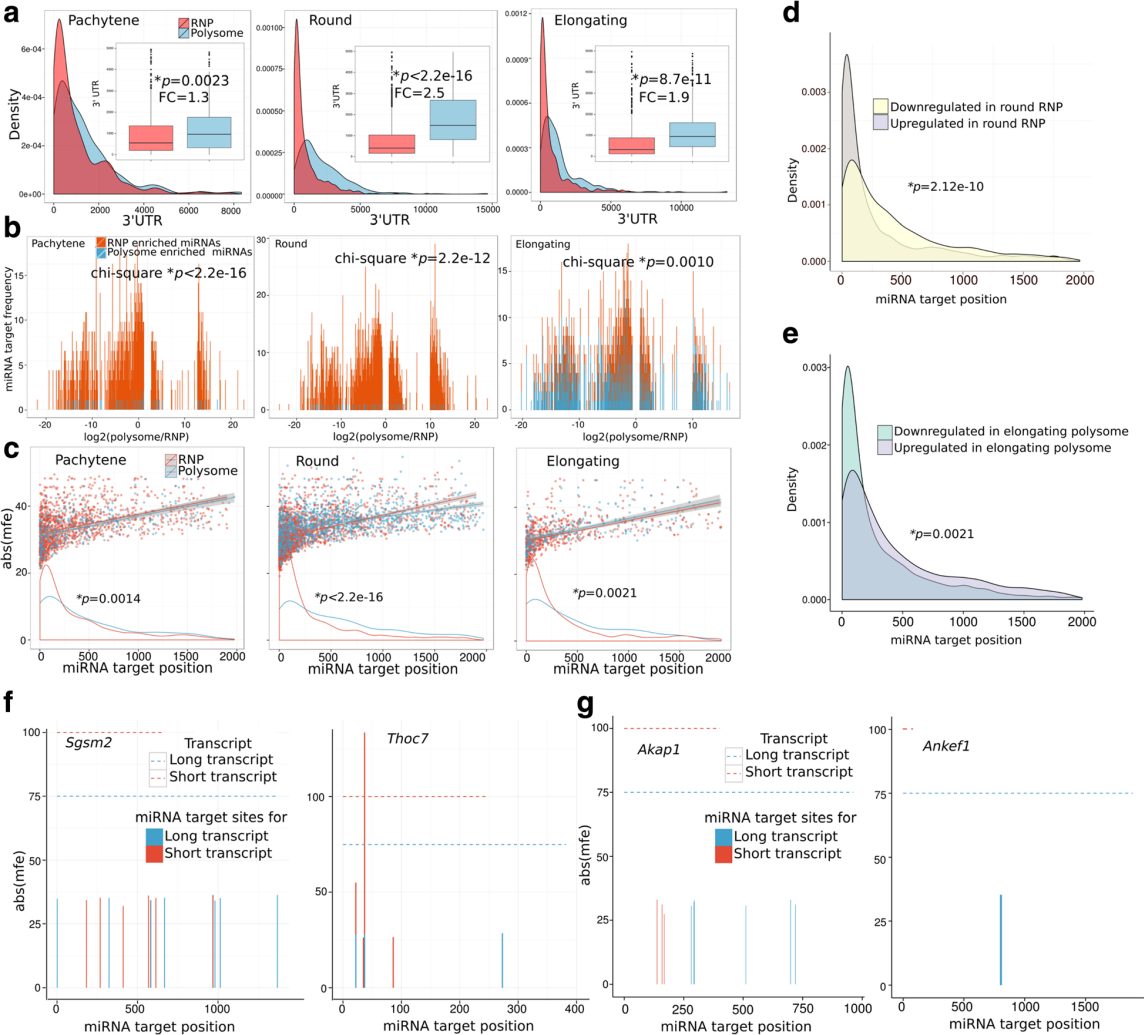
RNP-enriched miRNAs tend to target RNP-enriched mRNAs and the position of miRNA targeting sites correlates with the subcytoplasmic compartmentalization of miRNA targets. **a** Density plots showing the distribution of 3′ UTR length between RNP and polysome fractions in pachytene spermatocytes, round spermatids, and elongating spermatids. The RNP- and polysome-enriched transcripts are defined as those significantly upregulated in RNP or polysome fractions, respectively (Student *t*-test, *p* < 0.1). Boxplots in the inset show the average 3′ UTR lengths in RNP and polysome fractions. Overall, the 3′ UTRs are significantly shorter in RNP fractions than in polysome fractions among all three spermatogenic cell types. The Student’s *t*-test was performed with cross-validation through Wilcoxon rank sum test (*p* = 2.8e-05, 2.2e-16 and 2.2e-16). **b** Histograms showing the relationship between RNP-enriched miRNAs and RNP-enriched mRNAs. The *y-axis* represents the frequency at which miRNAs target the 3′ UTRs of their target mRNAs, while the *x-axis* shows the log_2_ values of ratios of polysome expression levels to RNP expression levels of the target mRNAs (polysome/RNP). RNP-enriched mRNAs are located to the *left* (of zero), whereas those polysome-enriched ones are on the *right* (of zero) along the *x-axis*. **c** Scatter and density plots showing the relationship between miRNA binding sites on the 3′ UTRs of miRNA targets (i.e., mRNAs) and miRNA binding energy. The *y-axis* represents the binding energy of the RNP-enriched miRNAs, whereas the *x-axis* displays the miRNA target position, i.e., the distance between miRNA binding sites and the stop codon. The scatter plots show the distributions of targeting energy versus targeting position of all RNP-enriched (*orange dots*) or polysome-enriched (*blue dots*) miRNAs. The density plots summarize the distribution of the targeting energy versus targeting positions between RNP-enriched (*orange lines*) and polysome-enriched miRNAs (*blue lines*). Note that RNP-enriched miRNAs tend to bind their targets at positions proximal to the stop codon in RNP-enriched mRNAs, whereas those polysome-enriched miRNAs appear to often target the positions distal to the stop codon. The Student’s *t*-test was performed with cross-validation through Wilcoxon rank sum test (*p* = 0.0029, 2.2e-16, and 0.0024). **d** Density plots showing the miRNA target site distribution between RNP up- and downregulated mRNAs from pachytene spermatocytes to round spermatids. The up- or downregulated mRNAs in RNP fractions were compared between pachytene spermatocytes and round spermatids (Student’s *t*-test, *p* < 0.1), and these mRNAs were all those that could be targeted by the miRNAs that were significantly upregulated in RNP fractions from pachytene spermatocytes to round spermatids. Note that the downregulated transcripts tend to contain miRNA target sites more distal to the stop codon (an average of 436 bp), whereas the upregulated RNP transcripts usually have miRNA targeting sites more proximal to the stop codon (an average of 291 bp) (Student’s *t*-test, *p* < 2.2e^−16^). **e** Density plots showing the miRNA target site distribution between polysome up- and downregulated mRNAs from round spermatids to elongating spermatids. The up- or downregulated mRNAs in the polysome fractions were compared between round spermatids and elongating spermatids (Student’s *t*-test, *p* < 0.1), and these mRNAs were all those that could be targeted by the miRNAs that were significantly upregulated in the polysome fractions from round spermatids to elongating spermatids. Note that the downregulated transcripts tend to contain miRNA target sites more distal to the stop codon, whereas the upregulated polysome transcripts usually have miRNA targeting sites more proximal to the stop codon. **f**, **g** The shorter (upregulated in *red*) and longer (downregulated in *blue*) 3′ UTR transcript isoforms of *Sgsm2*, *Thoc7*, *Akap1*, and *Ankef1* are presented as *dotted lines*. The absolute binding energy of upregulated miRNAs in round spermatid RNP fractions is shown on the *y-axis*; the *x-axis* shows the miRNA target positions, i.e., the distance between the miRNA binding sites to the stop codon. The upregulated RNP miRNAs appear to target more distal sites in the longer 3′ UTR transcripts compared to the shorter 3′ UTR isoforms in the round spermatid RNP fractions. *Asterisks* indicate statistically significant *p* values

The preferential enrichment of miRNAs in RNPs prompted us to explore the possibility that miRNAs may function to recruit their target mRNAs into RNPs. To test this, we analyzed the ability of the RNP-enriched miRNAs to target the 3′ UTRs of RNP-enriched mRNAs through their seed sequences (2–7 nucleotides) using RNAhybrid [42]. We found that 74% and 54% of the RNP-enriched mRNAs were targeted by RNP-enriched miRNAs in both pachytene spermatocytes and round spermatids, respectively (Additional file 1: Tables S5 and S6). A strong positive correlation was observed between mRNAs and their targeting miRNAs enriched in RNPs of both pachytene spermatocytes (χ^2^ test, *p* = 2.2e-16) and round spermatids (χ^2^ test, *p* = 2.3e-12). The targeting frequency of RNP-enriched miRNAs was significantly greater in RNP-enriched mRNAs than in polysome-enriched mRNAs in both pachytene spermatocytes and round spermatids (Fig. 4b). Interestingly, in elongating spermatids, the targeting frequency of both RNP-enriched and polysome-enriched miRNAs appeared to increase, and mRNAs enriched in both fractions were targeted (Fig. 4b; Additional file 1: Tables S7 and S8). This drastic change coincides with the shifting of a substantial proportion of miRNAs from RNPs to polysomes in elongating spermatids, as shown in Fig. 2c.

Since the number of polysome-enriched miRNAs is much smaller than that of RNP-enriched miRNAs, the relationship between polysome-enriched miRNAs and mRNAs was less clear (Fig. 4b). Therefore, we further studied the binding energy of polysome-enriched miRNAs and unexpressed miRNAs (100 miRNAs undetectable in any of the three spermatogenic cell types as control) in the 3′ UTRs of polysome-enriched mRNAs using RNAhybrid. The binding capacity of polysome-enriched miRNAs was significantly higher than that of unexpressed miRNAs in all three spermatogenic cell types (Additional file 1: Figure S6a). Similarly, RNP-enriched miRNAs displayed much higher binding energy than the unexpressed miRNAs (data not shown). These data suggest that the partnership between RNP-enriched miRNAs and RNP-enriched mRNAs, or between polysome-enriched miRNAs and polysome-enriched mRNAs, is not random, but a specific event.

Together, these data support our hypothesis that miRNAs may help recruit and stabilize mRNAs to the RNPs from pachytene spermatocytes to round spermatids. Once round spermatids develop into elongating spermatids, a significant proportion of miRNAs exit from RNPs and become enriched in polysomes.

### RNP- and polysome-enriched miRNAs tend to bind regions proximal and distal to the stop codon in 3′ UTRs of RNP- and polysome-enriched mRNAs, respectively

Although RNP-enriched miRNAs appeared to act mostly on RNP-enriched mRNAs in general, they could, in theory, target polysome-enriched mRNAs as well. For example, 172 and 485 mRNAs, although targetable by RNP-enriched miRNAs, were nevertheless enriched in the polysome fractions in pachytene spermatocytes and round spermatids, respectively (Additional file 1: Tables S5 and S6). To identify the differences between these two populations of mRNAs, we performed random forest data mining [43, 44] and uncovered that these polysome-enriched mRNAs typically contained miRNA binding sites that were ~461 nucleotides downstream of the stop codon, whereas the miRNA binding sites for the RNP-enriched mRNAs were usually closer to the stop codon (~365 nucleotides) in pachytene spermatocytes (Additional file 1: Table S5). Similar phenomena were observed in round and elongating spermatids, where RNP-enriched miRNAs targeted mRNAs containing a proximal miRNA targeting sites (311 nucleotides and 346 nucleotides), whereas those target mRNAs enriched in polysomes tended to contain distal miRNA binding sites (552 nucleotides and 452 nucleotides) (Additional file 1: Table S6 and S7; Student’s *t*-test, *p* values 2.2e-16 and 2.1e-3, respectively; Wilcoxon rank sum test, *p* values 2.1e-3 and 2.4e-3, respectively). By plotting the miRNA binding energy (absolute value of minimum free energy) against the miRNA targeting position in 3′ UTRs, we noticed higher binding energy when RNP-enriched miRNAs target the RNP-enriched mRNAs via the proximal sites compared to binding the polysome-enriched mRNAs using the distal binding sites (Fig. 4c).

The relationships between polysome-/RNP-enriched miRNAs and mRNAs were further analyzed using both RNAhybrid [42] and TargetScan [45]. The RNAhybrid-based miRNA–mRNA binding assays showed that RNP-enriched miRNAs tend to target regions proximal to the stop codon, whereas polysome-enriched miRNAs prefer binding sites distal to the stop codon in 3′ UTRs of mRNAs expressed in three spermatogenic cell types, including pachytene spermatocytes and round and elongating spermatids (Additional file 1: Figure S7a). Consistently, the TargetScan-based miRNA target identification revealed that the targeting sites of miRNAs in RNP-enriched mRNAs are closer to the stop codon than those in polysome-enriched mRNAs in both pachytene spermatocytes and round spermatids (Additional file 1: Figure S7b). An opposite relationship was observed in elongating spermatids, probably reflecting the massive release of the formerly RNP-enriched mRNAs due to the demise of the chromatid body and more efficient translation in the cytoplasm during the elongation stage of spermatogenesis (Additional file 1: Figure S7b).

To evaluate the specificity of these observations, we further studied the binding sites of polysome-enriched miRNAs and unexpressed miRNAs (100 miRNAs undetectable in any of the three spermatogenic cell types) in the 3′ UTRs of polysome-enriched mRNAs using RNAhybrid. The polysome-enriched miRNAs appeared to prefer distal sites in the 3′ UTRs of polysome-enriched mRNAs compared to the unexpressed miRNAs (Additional file 1: Figure S6b). Similarly, the RNP-enriched miRNAs tended to bind regions closer to the stop codon than those bound by unexpressed miRNAs in the 3′ UTRs of RNP-enriched mRNAs (data not shown). Thus, the preferential binding of RNP- and polysome-enriched miRNAs to proximal and distal sites in the 3′ UTRs of RNP- and polysome-enriched mRNAs, respectively, is not random, but a specific event.

These data suggest that miRNAs may recognize mRNAs containing the proximal binding sites and recruit them to the RNPs for stabilization and translational suppression; meanwhile, mRNAs containing the distal binding sites may shift from the RNPs to polysomes for translation and/or degradation. Consistent with earlier reports [46–48], these data support a positional effect of miRNA targeting sites on mRNA fate.

### Newly synthesized miRNAs appear to guide the redistribution of mRNA subcytoplasmic compartmentalization in pachytene spermatocytes and round spermatids

If miRNAs truly function to control mRNA compartmentalization and thus their fates, the changes in mRNAs and their compartmentalization should correlate with the changes in miRNAs in the three types of spermatogenic cells. To test this, we analyzed the dynamic changes in mRNA and miRNA contents in the RNP fractions from pachytene spermatocytes to round spermatids. 

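In RNPs, no gene changed between pachytene spermatocytes and round spermatids at an adjusted p under 0.05 from limma, whereas 494 were higher and 164 lower in round spermatids at an unadjusted p under 0.05, together fewer than the 5% of genes that chance gives. Genes of the microRNA pathway leaned upward without standing apart from other genes, with 17 of 21 positive and a median log2 fold change of 0.38 (camera, adjusted p = 0.415; the median over all genes is 0.22). *Dicer1* had 8.71 ± 7.68 FPKM in pachytene and 23.0 ± 11.5 in round RNPs (SD, n = 3 each; log2 fold change 1.94, standard error 1.05, adjusted p = 1 from limma), and *Cnot1*, the scaffold of the deadenylase complex, 68.6 ± 42.9 and 197 ± 141 (log2 fold change 1.41, standard error 0.80, adjusted p = 1). Sertoli cell genes (1 of 25 positive, median -0.80, adjusted p = 8.52e-08) and Leydig cell genes (2 of 15 positive, median -0.87, adjusted p = 3.04e-07) fell, and peritubular genes (15 of 18 positive, median 1.08, 8.36e-04), spermatogonia genes (0.66, 0.0259), macrophage and blood genes (0.79, 0.0298; 0.0734 with the replicate number as a block) and translation factors (0.41, 0.0298; 0.23 after median-ratio scaling) rose. Without the round libraries numbered 2, Sertoli (2.65e-15) and Leydig cell genes (7.50e-06) passed, and translation factors (0.209), spermatogonia (0.839), peritubular (0.169) and macrophage and blood genes (0.169) did not. With an estimated correlation the adjusted p of these 6 lists was 0.575 to 0.988. *Clu*, an abundant mRNA of Sertoli cells, had 842 FPKM in pachytene RNP replicate 2, against 161 and 31.0 in replicates 1 and 3. The pachytene RNP libraries therefore also differ among themselves in this mRNA. At an unadjusted p under 0.1, 1483 transcripts were higher and 954 lower in round RNPs, together fewer than the 3150 that chance gives, and 17 and 20 passed an adjusted p under 0.05. Gene calls appeared when 1 library was left out, namely 1 without pachytene RNP replicate 1, 1 without pachytene RNP replicate 2, 2 without pachytene RNP replicate 3 and 4 without round RNP replicate 2, and 1 gene passed with the replicate number as a block. More genes than in any of these were called without both round libraries numbered 2. In simulated data built on these libraries, 60 of 100 genes changed by 16-fold and 19 of 100 changed by 4-fold were called in this comparison.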

In the RNP fractions from pachytene spermatocytes to round spermatids, 1068 transcripts were significantly downregulated, whereas 909 transcripts were drastically upregulated at the same time (Additional file 1: Table S9). Correspondingly, 216 miRNAs were upregulated, whereas only one miRNA was downregulated (Additional file 1: Table S9). Interestingly, statistical analyses indicated a significant positive correlation between the upregulated miRNAs and the upregulated or downregulated mRNAs in RNPs (Additional file 1: Table S9; *X* ^*2*^ test, *p* = 1.6e-12). From pachytene spermatocytes to round spermatids, the downregulated mRNAs in RNPs were mostly those with longer 3′ UTRs and distal miRNA targeting sites; in contrast, the upregulated mRNAs in RNPs were mostly those with shorter 3′ UTRs containing proximal miRNA binding sites (Fig. 4d). 

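Measured to the assembled end, the 953 transcripts that were higher in round than in pachytene RNPs had a 3′ UTR of 745 ± 723 nucleotides (SD) and the 735 that were lower 912 ± 910 (SD), a difference of -167 nucleotides (permutation test, p = 3e-05). The annotated lengths of the 310 and 373 annotated mRNAs among them gave a difference of -0.47 nucleotides, and their medians were 593 and 681 (permutation test, p = 0.383). This difference in means turned on single libraries. It was -165 nucleotides without round RNP replicate 2 and 254 without pachytene RNP replicate 2. Without both round libraries numbered 2 it was also negative, the paper's direction, and passed its test. The positions of microRNA target sites are not analysed here.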

A similar phenomenon was noted from round to elongating spermatids, with upregulated mRNAs in polysomes containing shorter 3′ UTRs and proximal miRNA binding sites and downregulated mRNAs in polysomes having longer 3′ UTRs and distal miRNA binding sites for the miRNAs shifted from RNPs to polysomes (Fig. 4e; Additional file 1: Table S10). 

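From round to elongating spermatids, lists of spermatid genes rose in the polysome fraction, and single genes of other kinds fell. *Tuba1c* had 21.0 ± 0.436 FPKM (SD, n = 3) in elongating polysomes and was not assembled in round polysomes (adjusted p = 4.06e-05 from limma). *Mnd1*, a gene of meiotic recombination on chromosome 3 from 83891856 to 83959708, fell from 16.4 ± 4.96 to 0.841 ± 0.796 FPKM (SD, n = 3 each; log2 fold change -3.30, standard error 0.70, adjusted p = 0.044 from limma), a call that ended without round polysome replicate 2 (0.158) or 3 (0.124), without elongating polysome replicates 1, 2 or 3 (0.111, 0.138 and 0.133) and after median-ratio scaling (0.0809). *Celsr3*, a cadherin gene on chromosome 9, fell from 16.1 ± 6.84 to 0.654 ± 1.13 FPKM (log2 fold change -3.50, standard error 0.55, adjusted p = 0.0146; 0.0743 without round polysome replicate 3, 0.0759 and 0.0604 without elongating polysome replicates 1 and 3). Abundant spermatid mRNAs had higher means in elongating polysomes but varied between the round libraries and were not called. *Oaz3* went from 176 ± 231 to 2480 ± 1000 FPKM (log2 fold change 6.11, adjusted p = 0.156; 0.037 without round polysome replicate 1) and *Tnp1* from 211 ± 199 to 2050 ± 773 (log2 fold change 3.99, adjusted p = 0.291). Of 22 elongating spermatid genes 19 had a positive fold change, with a median of 3.74, 0 past the threshold over all genes and 9 when adjusted over the list alone (camera, adjusted p = 3.58e-07). Of 38 sperm tail genes 33 had a positive fold change, and as a list they rose (median 1.83, 1.73e-07). Energy metabolism (4.06e-04) and round spermatid genes (2.81e-05) also rose, as did acrosome genes (2.90e-04, but 0.155 without the round libraries numbered 2), and Sertoli (0 of 25 positive, 1e-05), Leydig (1 of 15, 6.44e-04) and spermatogonia genes (0 of 20, 2.81e-05) fell. With an estimated correlation the adjusted p of these 8 lists was 0.685 to 0.715.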

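In polysomes, 68 genes were higher and 16 lower in elongating than in round spermatids, and 41 and 3 after median-ratio scaling. Without round polysome replicates 1, 2 and 3 the genes called numbered 349, 14 and 5, and without elongating polysome replicates 1, 2 and 3 they numbered 15, 55 and 13. The values of 3661 genes did not overlap between the cell types, against 10% by chance. Transcripts at an unadjusted p under 0.1 were 3167 higher and 2324 lower (chance gives 3150 in both directions together). To the assembled end, the 2169 that rose had a 3′ UTR of 665 ± 704 nucleotides (SD) and the 1722 that fell 1113 ± 1059 (SD), a difference of -448 nucleotides (permutation test, p = 1e-05, the smallest that 1e+05 permutations give).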

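*Sgsm2* and *Thoc7* were both measured at low to moderate FPKM in RNPs, and neither was called there by limma between pachytene spermatocytes and round spermatids. *Sgsm2* lies on chromosome 11 from 74662763 to 74710562 and had 4.60 ± 6.46 FPKM in pachytene and 8.86 ± 6.03 in round RNPs (SD, n = 3 each; log2 fold change 1.38, standard error 0.87, adjusted p = 1 from limma). The intron chain of its annotated isoform, whose annotated 3′ UTR is 1546 nucleotides, was assembled in RNP replicate 1 of pachytene spermatocytes (1.82 FPKM) and of round spermatids (1.99 FPKM). It was in no other RNP library of these cells. These transcripts were assembled with 3′ UTRs of only 544 and 525 nucleotides, so their FPKM does not follow a long form. The 3′ UTR to the assembled end, as an FPKM-weighted geometric mean, was 544 nucleotides in the 1 pachytene RNP library that gave one and 577 ± 190 (SD, n = 3) in round RNPs. *Thoc7*, on chromosome 14 from 14781528 to 14793739, had 38.5 ± 16.1 FPKM in pachytene and 21.5 ± 4.41 in round RNPs (log2 fold change -0.76, standard error 0.54, adjusted p = 1 from limma; 0.19 after rescaling each library to the same sum). Taken by replicate number, *Thoc7* was lower in round RNPs each time, at 24.1 against 57.1, 16.4 against 28.3 and 24.0 against 30.2 FPKM. The text does not state that these numbers pair the libraries. Its annotated isoform, with a 3′ UTR of 246 nucleotides, was listed at 0, 24.6 and 18.4 FPKM in the 3 pachytene and at 0, 4.89 and 8.35 in the 3 round RNP libraries. The weighted geometric mean was 316 ± 68.6 and 252 ± 6.93 nucleotides (SD, n = 3 each; log2 ratio -0.30, standard error 0.20, adjusted p = 1 from limma), less than the spread between the pachytene libraries.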

To further validate this finding, we analyzed two genes, *Sgsm2* and *Thoc7*, each with two isoforms: one with longer and the other with short 3′ UTRs (Fig. 4f). Upregulated miRNAs tended to target the distal sites of the long 3′ UTR transcripts, coinciding with their decreased expression in RNPs. Meanwhile, upregulated miRNAs targeted the proximal sites in the shorter 3′ UTR transcripts, correlating with upregulation of the shorter 3′ UTR transcripts in the RNP fraction of round spermatids (Fig. 4f). Similarly, both *Akap1* and *Ankef1* expressed two isoforms, and upregulated miRNAs targeted the distal sites of the longer 3′ UTR isoforms that were downregulated and the proximal sites in the short 3′ UTR isoforms that showed upregulated expression in the polysome fractions of elongating spermatids (Fig. 4g). These correlations suggest that newly synthesized miRNAs may help localize their target mRNAs to the RNPs if the newly transcribed mRNAs contain shorter 3′ UTRs and the proximal binding sites. 

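*Akap1* (chromosome 11, 88692106 to 88725900) and *Ankef1*, which the annotation lists as *Ankrd5* (chromosome 2, 136327646 to 136387827), both had a pair of annotated isoforms that could be followed by their intron chains. In polysomes, both isoforms of *Akap1* were higher in elongating spermatids. That with the 2000-nucleotide 3′ UTR was listed at 37.5, 0 and 0 FPKM in the round and at 187, 94.6 and 107 in the elongating polysome libraries, and that with 963 nucleotides at 0, 0 and 17.8 and at 110, 78.6 and 82.7 (adjusted p of 0.288 and 0.170 from limma). *Akap1* transcripts with other intron chains and an assembled 3′ UTR of 370 and 961 nucleotides were listed at 46.7 and 12.7 FPKM in round polysome replicates 1 and 2, and are not in these values. The 3′ UTR of *Akap1* to the assembled end, as the FPKM-weighted geometric mean of each library, was 868 ± 134 nucleotides in round and 1434 ± 47.8 in elongating polysomes (SD, n = 3 each; log2 ratio 0.74, standard error 0.50, adjusted p = 0.726 from limma). Of the isoforms of *Ankef1*, the one with a 3′ UTR of 137 nucleotides was listed at 0, 0.821 and 0 FPKM in round and at 0, 65.6 and 110 in elongating polysomes (adjusted p = 0.318), and the one with 283 nucleotides at 44.8, 1.66 and 29.1 and at 88.7, 51.7 and 0 (adjusted p = 1). *Ankef1* transcripts with other intron chains and an assembled 3′ UTR of 134, 132 and 137 nucleotides were listed at 19.8, 8.17 and 63.8 FPKM in round polysome replicates 1 and 3 and elongating polysome replicate 1, and are not in these values. Its weighted geometric mean was 285 ± 5.65 nucleotides in round and 209 ± 5.58 in elongating polysomes (SD, n = 3 each; log2 ratio -0.44, standard error 0.16, adjusted p = 0.439 from limma), with every elongating library (203 to 213) below every round one (279 to 290). At the gene level the rise in polysomes was a log2 fold change of 2.94 for *Akap1* (adjusted p = 0.155 from limma, and 0.0423 without round polysome replicate 1) and of 2.76 for *Ankef1* (adjusted p = 0.178).

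**Figure D2:**
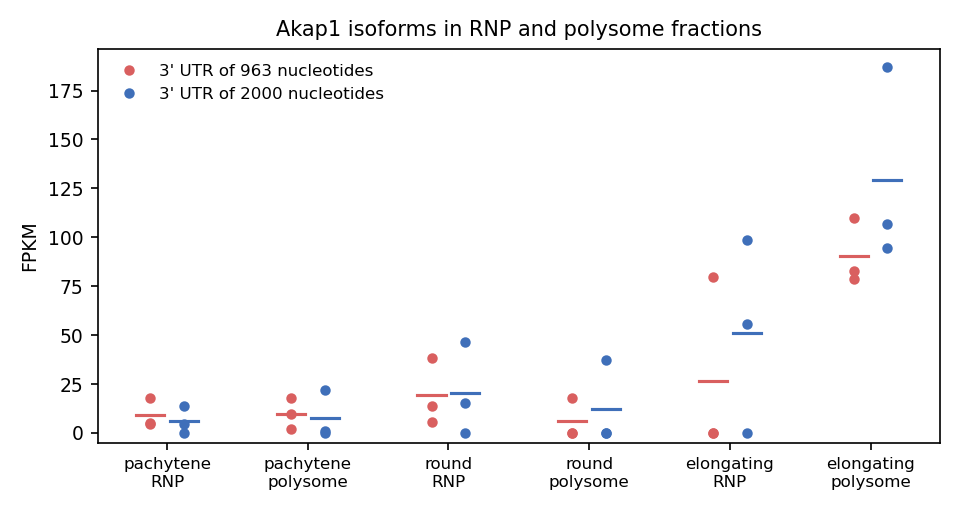
FPKM (y-axis) of the *Akap1* isoforms with 3′ UTRs of 963 and 2000 nucleotides in each of the 18 libraries, by cell type and fraction (x-axis). Each dot is a library and each line the mean of 3. In elongating polysomes the 2000-nucleotide isoform lies between 94.6 and 187 FPKM and the 963-nucleotide isoform between 78.6 and 110.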

At the same time, those RNP-localized mRNAs containing distal miRNA binding sites with relatively longer 3′ UTRs will be targeted by the newly synthesized miRNAs and removed from RNPs, leading to a relocation from RNPs to polysomes for translation or degradation. The miRNAs shifted from RNPs to polysomes may target the distal sites of longer 3′ UTR transcripts in polysomes, leading to translation or degradation.

### *Drosha* inactivation leads to global destabilization and aberrant cytoplasmic compartmentalization

*Drosha* is essential for miRNA production and *Drosha* inactivation in spermatogenic cells leads to germ cell depletion and male infertility due to oligo-astheno-teratozoospermia [49–52]. As described above, our bioinformatic analyses suggest an active role of miRNAs in compartmentalizing their target mRNAs based on the 3′ UTR length. To further test this notion, we analyzed *Drosha*-null spermatogenic cells and examined the effects of miRNA deficiency on the compartmentalization and expression levels of mRNAs. We previously have demonstrated that up to 80% of miRNAs were depleted in *Drosha*-null pachytene spermatocytes and round spermatids [49]. Now our analyses of 3′ UTRs using SpliceR revealed that the average 3′ UTR length was much shorter in polysomes than in RNPs (Fig. 5a), a pattern opposite that in wild-type cells, where the 3′ UTR length of RNP transcripts is much shorter than that of polysome transcripts (Fig. 3). Moreover, the average 3′ UTR length of mRNAs enriched in polysomes was much shorter in *Drosha*-deficient pachytene spermatocytes and round spermatids than in wild-type counterparts (Fig. 5b), suggesting that those shorter 3′ UTR transcripts fail to localize to RNPs when miRNAs are largely depleted or aberrantly expressed. The levels of the RNP-enriched mRNAs in wild-type spermatogenic cells were drastically downregulated in *Drosha* conditional knock-out (cKO) cells, supporting the notion that these mRNAs fail to localize to RNPs and get stabilized, leading to degradation and severe downregulation in the *Drosha* cKO cells (Fig. 5c). Transcripts in RNPs and polysomes were massively downregulated in the *Drosha* cKO cells compared to wild-type cells, suggesting that mRNAs are unstable in both RNPs and polysomes when miRNAs are deficient (Fig. 5c). We then looked into three genes (*Tdrd5*, *Apc*, and *Fkbp6*) that are expressed as multiple longer or shorter 3′ UTR isoforms (Fig. 5d). In general, the shorter 3′ UTR isoforms were drastically upregulated in the polysomes in *Drosha* cKO cells, especially in pachytene spermatocytes, and the normal distribution patterns were drastically altered. However, the upregulated short 3′ UTR transcripts are likely different from the ones in wild-type cells because the overall levels of transcripts were downregulated (Fig. 5c). The aberrant distribution of longer or shorter 3′ UTR transcript isoforms and their cytoplasmic compartmentalization support our notion that miRNAs appear to control mRNA fate by compartmentalizing mRNAs based on the 3′ UTR length.

**Fig. 5:**
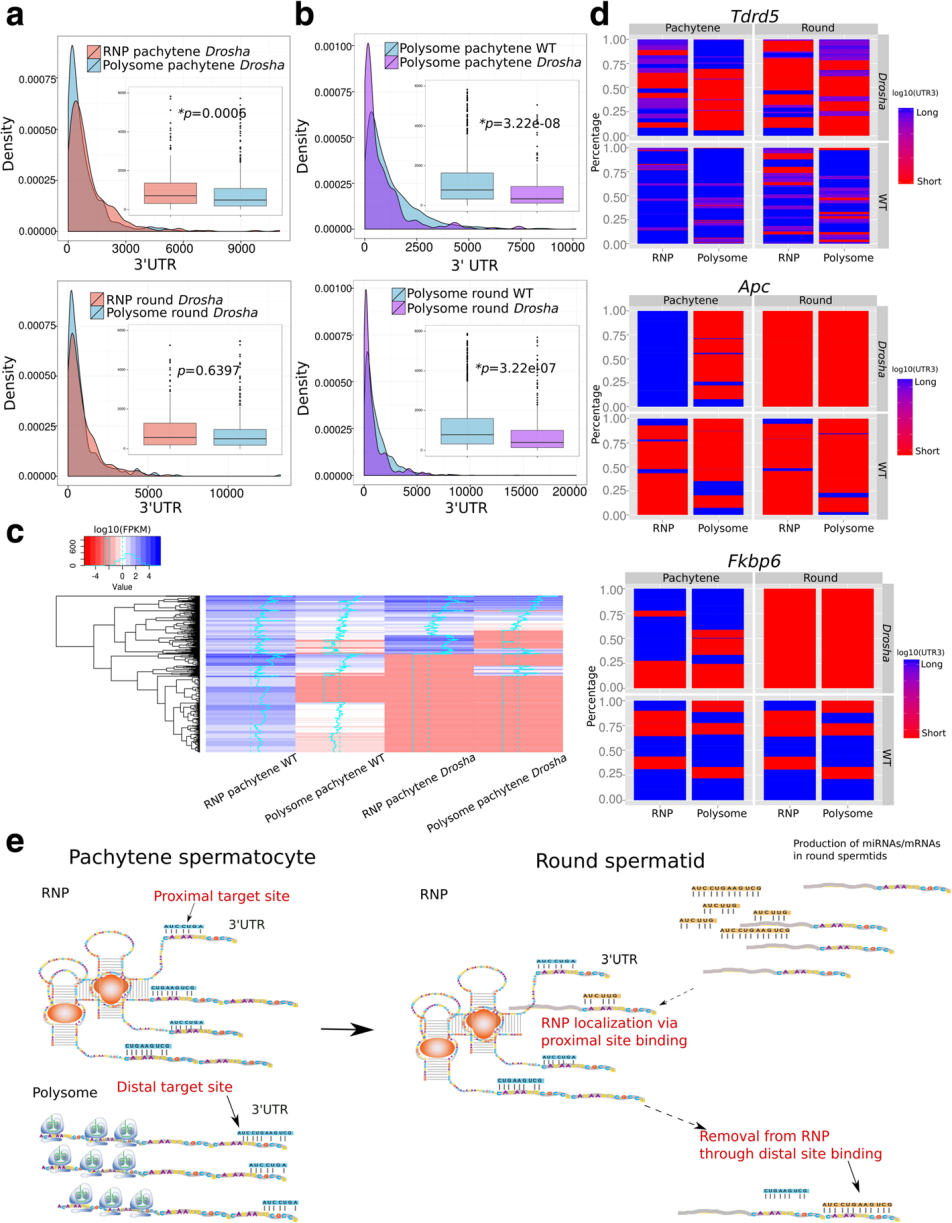
Changes in mRNA stability and compartmentalization in *Drosha*-null spermatogenic cells. **a** Density plots showing the distribution of 3′ UTR length of RNP- or polysome-enriched mRNAs in *Drosha*-null pachytene spermatocytes (“*RNP pachytene Drosha*” or “*Polysome pachytene Drosha*” in *upper panel*)) and round spermatids (“*RNP round Drosha*” or “*Polysome round Drosha*” in *lower panel*). Boxplots in the insets show the average size of 3′ UTRs of RNP- and polysome-enriched mRNAs in *Drosha*-null pachytene spermatocytes (*upper panel*) and round spermatids (*lower panel*). Student’s *t*-test was performed. **b** Density plots showing the distribution of 3′ UTR length of polysome-enriched mRNAs in wild-type (*WT*) or *Drosha*-null pachytene spermatocytes (*upper panel*) and round spermatids (*lower panel*). Boxplots in the insets demonstrate the average 3′ UTR size in polysome-enriched mRNAs in wild-type and *Drosha*-null pachytene spermatocytes (*upper panel*) and round spermatids (*lower panel*). Student’s *t*-test was performed. **c** Heatmap showing levels of RNP- and polysome-enriched mRNAs in wild-type or *Drosha*-null pachytene spermatocytes and round spermatids. **d** Changes in expression patterns and cytoplasmic compartmentalization of multiple isoforms of three genes (*Tdrd5*, *Apc*, and *Fkbp6*) in the RNP and polysome fractions in pachytene spermatocytes and round spermatids. **e** The proposed mechanism through which miRNAs control mRNA compartmentalization by recruiting shorter 3′ UTR transcripts into the RNPs and removing longer 3′ UTR transcripts from the RNPs. In pachytene spermatocytes, RNP-enriched mRNAs generally have shorter 3′ UTRs than polysome-enriched mRNAs, and the RNP-enriched mRNAs are associated with RNP-enriched miRNAs at sites proximal to the stop codon in 3′ UTRs, whereas polysome-enriched mRNAs tend to be bound by miRNAs at sites distal from the stop codon in the 3′ UTRs. When pachytene spermatocytes develop into round spermatids, new miRNAs are produced which recruit shorter 3′ UTR mRNAs into RNPs by binding the proximal sites; meanwhile, mRNAs containing distal binding sites, which are usually those with longer 3′ UTRs, are removed from RNPs. In this manner, the RNP fraction becomes gradually enriched with shorter 3′ UTR transcripts. When round spermatids develop into elongating spermatids, a significant proportion of RNP-enriched miRNAs shift out of RNPs and their target mRNAs also shift to polysomes for translation. *Asterisks* indicate statistically significant *p* values

## Discussion

Cytoplasmic compartmentalization is known to be an important mechanism through which RNA stability and function are regulated [6, 53, 54]. Both large and small RNAs as well as RNA-binding proteins are abundant in RNPs, which has led to the hypothesis that RNPs play a critical role in regulating mRNA fate [55]. By profiling mRNAs relatively enriched in RNPs or polysomes, many studies have shown that mRNAs accumulated in RNPs tend be more stable and translationally suppressed. In contrast, mRNAs associated with polysomes represent those being actively translated in the cell [28].

In the testis, selective enrichment of transcripts in RNPs is a continuous process which occurs in late meiotic (in pachytene spermatocytes) and lasts until early haploid (in round spermatids) phases [28, 33]. An obvious question remains: what is the underlying mechanism? Our thorough transcriptomic analyses uncovered a potential miRNA-mediated mechanism for the RNP enrichment of mRNAs, especially those with shorter 3′ UTRs. Specifically, when pachytene spermatocytes develop into round spermatids, the newly synthesized mRNAs, if they can be targeted by newly synthesized miRNAs at the proximal sites, would localize to RNPs. In contrast, those with distal miRNA binding sites would not localize to RNP and thus become subject to either translation or degradation. Existing RNP mRNAs, if targeted by the newly synthesized miRNAs at the distal sites, would be removed from RNPs and shift to polysomes for translation or degradation (Fig. 5e). In this manner, waves of newly synthesized miRNAs could target an increasing number of transcripts with shorter 3′ UTRs to RNPs and remove more and more transcripts with longer 3′ UTRs from RNPs, leading to an enrichment of shorter 3′ UTR transcripts in RNPs compared to polysomes (Additional file 2: Movie S1).

Our data strongly support this potential mechanism. First, miRNAs are mostly enriched in RNPs from pachytene spermatocytes to round spermatids, in which numerous mRNAs are kept in non-translational or translationally suppressive states; ~37% of RNP-enriched miRNAs shift from RNPs to polysomes in elongating spermatids where an increasing number of mRNAs undergo translation for sperm assembly. Second, RNP-enriched miRNAs preferentially target RNP-enriched mRNAs and the miRNA binding sites are closer to the stop codon compared to polysome-enriched mRNAs that can also be targeted by the same sets of miRNAs, but through targeting sites more distal to the stop codon. Third, newly synthesized miRNAs positively correlate with upregulation of a subset of newly synthesized mRNAs, which are mostly transcripts with shorter 3′ UTRs containing the proximal miRNA binding sites; conversely, the new miRNAs negatively correlate with transcripts that are shifting out of RNPs to polysomes and contain the distal miRNA binding sites. The proposed sequence of events, as illustrated in Fig. 5e and Additional file 2: Movie S1, represents the most likely mechanism through which miRNAs control mRNA cytoplasmic compartmentalization and thus their fate during spermiogenesis.

Since developing male germ cells cannot be cultured for an extended period of time, it is not feasible to recapitulate all the events in an in vitro system. However, *Drosha* cKO cells provided us with an opportunity to test whether this hypothetical mechanism works in vivo. Indeed, ablation of miRNAs disrupts subcytoplasmic compartmentalization, e.g., shorter 3′ UTR transcripts fail to be sequestered in RNPs, leading to transcript degradation and/or possibly precocious translation. Earlier reports have linked pachytene piRNAs to the control of mRNA stability during the haploid phase of spermatogenesis [56, 57]. Therefore, it would be interesting in the future to examine the relationship between the transcripts targeted by piRNA-guided bulk degradation and transcripts that are under the control of miRNAs in the context of their subcytoplasmic compartmentalization and 3′ UTR length. Given that numerous RNA-binding proteins (RBPs) have been shown to regulated mRNA fate by binding the 3′ UTRs of their target transcripts, it remains interesting to study the relationship between miRNAs and RBPs. Our preliminary analyses of the expression profiles of 73 RBPs known to be abundantly expressed in male germ cells in late meiotic and haploid phases showed that the RBP-binding sites are often close to miRNA-binding sites (Additional file 1: Figure S8), supporting the notion that miRNA and RBPs may interact and jointly control mRNA fate. More future studies are needed to gain more insights. Nevertheless, all our data strongly support a critical role of miRNAs in the control of mRNA compartmentalization and mRNA fate (Fig. 5e).

RNPs are known to be enriched in both large and small RNAs, as well as RNA binding proteins, and often associate with sub-cytoplasmic domains, including stress granules, processing bodies (p-bodies), and exosomes, in somatic cells [55, 58–61]. In male germ cells, RNPs appear to be associated with the structure called intermitochondrial cement, or nuage, in both mitotic and meiotic spermatogenic cells (i.e., spermatogonia and spermatocytes) [62, 63]. After meiosis, male germ cells enter the haploid phase; in round spermatids, RNPs are confined to a structure called the chromatoid body (CB), which is a granular structure constantly moving along the nuclear membrane and frequently contacting the nuclear pores [64–66]. It has been postulated that the CBs can collect transcripts exported from the nuclei through the nuclear pores for post-transcriptional processing, storage, transport, and stabilization. Interestingly, the CBs disappear upon spermatid elongation and the RNPs are believed to be less prominent in elongating and elongated spermatids because the processing of haploid transcripts has completed and translation becomes the main theme because transcription ceases when nuclear condensation and elongation commence in step 9 spermatids [27, 28].

The dynamic changes in the morphology of the RNP-associated structures in later meiotic and haploid male germ cells appear to correlate well with the changes in RNP-enriched RNA contents based on our data. In late pachytene spermatocytes where the RNPs are associated with nuage or intermitochondrial cement, the number of mRNAs enriched in RNPs is much greater than that enriched in polysomes, suggesting enhanced translational suppression of mRNAs at the late pachytene stage of meiosis. Moreover, preferential enrichment of miRNAs in RNPs rather than in polysomes suggests a potential role of miRNAs in regulating mRNA enrichment in RNPs. In round spermatids where RNPs are confined to the CBs, while the number of RNP-enriched mRNAs remains greater than that of polysome-enriched ones, a significant change in 3′ UTR length occurs, i.e., the 3′ UTR length becomes increasingly shorter in RNP-enriched transcripts from pachytene spermatocytes to round spermatids. Interestingly, the average 3′ UTR length, meanwhile, does not decrease significantly because many longer 3′ UTR transcripts appear to be released from RNPs and accumulated in polysomes for translation. Intriguingly, newly produced miRNAs are almost all enriched in RNPs, as are the newly synthesized shorter 3′ UTR mRNAs containing proximal binding sites for those new miRNAs. These data strongly suggest a cause–effect relationship between miRNAs and the compartmentalization of mRNAs in RNPs. When round spermatids develop into elongating spermatids, the task of enriching short 3′ UTR transcripts is completed once transcription ceases in step 9 spermatids; at the same time, the special RNP compartment, i.e., the CB, gradually disintegrates, and consequently miRNAs and their targets are released into the cytoplasm and loaded onto polysomes for quick translation followed by degradation. The enhanced translational efficiency highly likely results from shorter 3′ UTRs, which allow for binding by much fewer miRNAs and RBPs, thus increasing efficiency. Taken together, our data, for the first time, connect morphological changes of RNP structures to changes in RNA contents in late meiotic and haploid phases of spermatogenesis.

Post-transcriptional regulation, in large part, is achieved through binding of 3′ UTRs of mRNAs by RBPs and sncRNAs (e.g., miRNAs, endo-siRNAs, pachytene piRNAs, or piRNA-like small RNAs) [7, 28, 58, 61]. Therefore, regulation of 3′ UTR length can be an efficient way to control mRNA fate. Indeed, numerous studies have shown that longer 3′ UTRs can be regulated by more RBPs and sncRNAs, thus allowing higher orders of regulation of gene expression [5, 20, 24, 26]. Interestingly, brain transcriptome appears to be enriched with longer 3′ UTR transcripts [22, 58, 61]. In contrast, previous transcriptomic studies have demonstrated that the testis, unlike brain, contains a transcriptome with abundant shorter 3′ UTR transcripts [26]. The transcriptome of haploid male germ cells, i.e., spermatids, is highly enriched with transcripts of shorter 3′ UTRs compared to the transcriptomes of mitotic and meiotic spermatogenic cells (i.e., spermatogonia and spermatocytes) [20, 26]. Given the fact that the longer or shorter 3′ UTR transcripts are mostly derived from genes with multiple transcript isoforms, it has been postulated that alternative polyadenylation (APA) represents the most likely underlying mechanism [5]. However, the identity of such APA factors and their actions remain largely unknown. Interestingly, recent reports discovered that elimination of longer 3′ UTR transcripts can lead to relative enrichment of the shorter 3′ UTR transcripts, and the selective degradation of longer 3′ UTR transcripts is achieved by UPF1/UPF2-mediated nonsense mRNA decay (NMD) pathway [15–17]. This finding suggests that both APA and NMD pathways can act either jointly or independently to achieve 3′ UTR shortening or lengthening. Here, our data add another player into the machinery of 3′ UTR length control, i.e., miRNAs. Depending on the binding sites in 3′ UTRs, miRNAs appear to be able to recruit mRNAs with proximal binding sites, which are usually transcripts with shorter 3′ UTRs, to the RNPs. In contrast, since longer 3′ UTR transcripts often contain distal binding sites, these transcripts, once bound by miRNAs, will either be released from the RNPs or assume non-RNP localization in the cytoplasm, rendering themselves to translation and/or degradation. Through waves of miRNA production from late pachytene spermatocytes to round spermatids, mRNAs that need to be translationally suppressed, which mostly participate in late spermiogenesis, are gradually recruited and become highly enriched in RNPs; upon spermatid elongation, the CBs degenerate and those RNP-enriched mRNAs are released for efficient translation to ensure proper sperm assembly during the final several steps of sperm assembly. In the context of 3′ UTR shortening during spermiogenesis, miRNAs apparently participate in this process by recruiting shorter 3′ UTR transcripts to the RNPs for stabilization and promoting the release of longer 3′ UTR transcripts from RNPs or preventing them from entering RNPs; more importantly, miRNAs recognize 3′ UTR length based on the proximity of their binding sites to the stop codon. It remains interesting to study in the future how miRNAs interact with NMD or APA factors and coordinate the selective depletion of longer 3′ UTR transcripts.

Taken together, we have conducted the first ever comprehensive RNA-Seq-based transcriptomic profiling and defined dynamic changes in not only expression levels but also cytoplasmic compartmentalization of both mRNAs and sncRNAs during a specific window of spermatogenesis (i.e., late meiotic to early and mid-haploid phases), which are known to be subjected to profound post-transcriptional regulation (numerous mRNAs are synthesized without translation until a much later time). Our bioinformatic analyses led to the discovery of an elegant mechanism through which miRNAs control cytoplasmic compartmentalization of mRNAs based on the 3′ UTR length in male germ cells. This finding was only possible using next-gen genomics and bioinformatics analyses, and our proposed mechanism may well be applicable to other cells that use 3′ UTR length control as a means of post-transcriptional regulation. It is also noteworthy that given the potential complex interactions among multiple 3′ UTR-binding factors (e.g., RBPs, miRNAs, piRNAs, endo-siRNAs, etc.), our proposed model (Fig. 5e) may represent a simplified one, which needs to be further validated by additional experiments in the future.

## Conclusions

miRNAs appear to control cytoplasmic compartmentalization of mRNAs based on the 3′ UTR length in male germ cells. Specifically, transcripts with longer 3′ UTRs tend to contain distal miRNA binding sites and are thus targeted to polysomes for translation followed by degradation. In contrast, those with shorter 3′ UTRs only possess proximal miRNA binding sites and thus tend to be targeted into the RNPs for enrichment and delayed translation.

## Methods

### Animals

All mice used in this study were on the C57BL/6 J background, and housed under specific pathogen-free conditions in a temperature- and humidity-controlled animal facility at the University of Nevada, Reno. The male germ cell-specific *Drosha* cKO mice were described previously [49].

### Purification of spermatogenic cells

Pachytene spermatocytes and round and elongating/elongated spermatids were purified from adult mouse testes using the STA-PUT method [34]. BSA gradients (0.5–4%) were prepared in EKRB buffer (catalog number K-4002, Sigma), supplemented with sodium bicarbonate (1.26 g/L), L-glutamine (0.29228 g/L), penicillin and streptomycin mix (Thermo-Fisher, 10,000 U/L), MEM non-essential amino acids (Thermo-Fisher, 1 ml 100×/L), MEM amino acids (20 ml 50×/L), and cycloheximide (100 ng/ml), pH7.2–7.3. Eight testes were pooled each time for cell purification. After being removed and decapsulated, testes were placed into 10 ml of EKRB buffer containing 5 mg collagenase (Sigma) for a 12-min digestion at 32 °C to disperse the testicular cells. Once dispersed, the testicular cells were washed three times using EKRB buffer followed by trypsin digestion by incubation in 10 ml EKR buffer containing trypsin (Sigma; 0.25 mg/ml) and DNase I (Sigma; 20 μg/ml) at 37 °C for 12 min with occasional pipetting to facilitate cell dispersion. Fully dispersed testicular cells were washed three times followed by centrifugation and re-suspension in 10 ml of 0.5% BSA. The cell suspension was passed through 50 μm filters and the filtrate was saved for loading onto the STA-PUT apparatus for sedimentation. After 3 h sedimentation at 4 °C, fractions were collected from the bottom of the sedimentation chamber. A total of 30 fractions of 15 ml each were collected. After centrifugation, the supernatants were removed and the cells in each fraction were re-suspended and the cell purity was determined by microscopy examination based on cell morphology, as described previously [34]. Fractions containing the same cell types were pooled followed by centrifugation to collect purified pachytene spermatocytes, round spermatids, and elongating/elongated spermatids. Purity was estimated based on cell morphology as described [67].

### RNP and polysome fractionation

We fractionated the purified spermatogenic cells into RNP, monoribosome, and polyribosome fractions using a continuous sucrose gradient ultracentrifugation method, as described [33]. In brief, a continuous sucrose gradient (15–50%) was prepared by carefully overlaying 15% sucrose onto 50% sucrose followed by diffusing for 3 h at 4 °C. The 15 and 50% sucrose solutions were prepared in a lysis buffer (containing 150 mM potassium acetate, 5 mM magnesium acetate, 2 mM DTT, protease inhibitor cocktail (Sigma, 1×), RNase inhibitor cocktail (Sigma, 1×), cycloheximide (100 ng/ml), and 50 mM HEPES, pH 7.5). Freshly purified pachytene spermatocytes, round spermatids, and elongating/elongated spermatids were homogenized in the lysis buffer freshly supplemented with 0.5% Triton X-100 and 0.25 M sucrose. The homogenates were centrifuged at ~500 g for 15 min at 4 °C to remove tissue debris, unbroken cells, and nuclei. The supernatant was loaded onto the continuous 15–50% sucrose gradient followed by centrifugation at 150,000 g (35,000 rpm) for 3 h at 4 °C. A tiny hole was gently punched in the bottom of the tubes for fraction collection. Twenty-four 500-μl fractions were collected followed by UV spectrometer measurement for OD254, and RNAs in RNP (fractions 1–4), monosome (fractions 5–15), and polysome (fractions 16–22) fractions were used for RNA-Seq and qPCR analyses (Fig. 1).

### RNA-Seq

Large RNAs were isolated using the AquaRNA RNA Purification Kit (catalog number 5001MT, Mo Bi Tec, Inc.), whereas small RNAs were prepared using the mirPremier™ microRNA Isolation Kit (catalog number SNC10, Sigma). The mRNA and sncRNA libraries were constructed using the TruSeq Stranded Total RNA Library Prep Kit (catalog number RS-122-2201, Illumina). Sequencing was conducted using Hi-Seq 2000 sequencers with SE50 at the Genomics Microarray Core in UT Southwestern Medical Center (Dallas, TX, USA) and with PE50 at BGI (Davis, CA, USA).

### Bioinformatic analyses of mRNA-Seq data

The FASTX-Toolkit was used to remove adaptor sequences and low quality reads from the sequencing data. To identify all the transcripts, we used TopHat2 and Cufflinks to assemble the sequencing reads based on the UCSC MM9 mouse genome [68]. The differential expression analyses were performed by Cuffdiff [68]. The sequencing depth and mapping rate are shown in Additional file 1: Table S11. The global statistics and quality controls are described in Additional file 1: Figure S9. A total of 96,896 transcripts were assembled, among which a total of 69,013 transcripts were annotated as mRNAs.

We chose 24 endogenous mRNAs from a list of those known to display equal distribution between RNP and polysome fractions during spermatogenesis in previous studies [33]. We performed qPCR and showed that they are indeed equally distributed (Additional file 1: Figure S2). Therefore, we used these 24 endogenous mRNAs as internal controls and normalized the sequencing reads from RNP and polysome fractions of the three spermatogenic cell types using linear regression as described [40]. Geometric median normalization and quantile normalization were also performed to compare with the linear regression normalization approach [40]. FPKM was set at 1 as the threshold to minimize false positives in downstream analyses.

The UTR and alternative splicing analyses were performed using the SpliceR pipeline [15, 41]. In brief, potential coding DNA sequences (CDS) were first determined by SpliceR, and both 5′ and 3′ UTR sequences were then extracted for UTR length analyses. To validate and correct the ends of the 3′ UTR sequences identified by SpliceR, we downloaded the mouse testis polyadenylation site sequencing (PAS) data from the GEO database at the NCBI (accession GSM747485) and compared these with SpliceR-derived 3′ UTR sequences. R script was used to assist the data mining. The log_10_(3′ UTR length) values followed normal distribution (Additional file 1: Figure S10).

### In silico miRNA target prediction

The 3′ UTR sequence for each RNA isoform was extracted using an in-house R script based on the SpliceR analyses. RNAhybrid [42] was used to identify both canonical and non-canonical targets of miRNAs (RNAhybrid –c –s 3utr_human –p 0.1 -f 2,7). Given that the noncanonical and canonical targets identified using RNAhybrid were almost the same, we only present the results of canonical targets based on the matching seed sequence (second to seventh nucleotides). TargetScan [45] was also used to identify miRNA binding sites in the 3′ UTRs of their target mRNAs. We used the high confidence miRNA binding sites in the TargetScan database (http://www.targetscan.org/mmu_71/). The output results were imported into R as a data frame for downstream analyses.

### sncRNA-Seq data analysis

The FASTX-Toolkit was used to remove adaptor sequence and low quality reads from the sequencing data. We then aligned the sncRNA-seq reads with the FASTA file containing all known sncRNA sequences using bowtie 2 (bowtie2 –-end-to-end –N 1 –L 16 –i S,0,0.2) [69]. Bowtie2 is usually used as a genome aligner; however, in our hands it achieved an R^2^ value of 0.97 for small RNA alignments with known small RNA species after we adjusted the parameters. The aligned reads were counted by featureCounts [70]. This new pipeline ran much faster than the traditional methods, which align the reads with the genome, and it took only 30 min for 5 gigabits of data. The count data were imported into R package Deseq2 for normalization and statistical analysis [71].

### qPCR-based validation

Semi-quantitative and real-time quantitative PCR analyses were performed as described [15, 50, 67, 72, 73]. In brief, equal amounts of RNA were reverse-transcribed using SuperScript II (Thermo fisher catalog number 18064014) followed by 15–20 cycles of PCR using the GoTaq Green Master Mix (Promega catalog number M7123). The PCR products were then visualized on 2% agarose gels. qPCR analyses were performed using the SYBR Green PCR Master Mix (Thermo fisher catalog number 4309155) on a qPCR system (Applied Biosystems 7900HT).

### Statistical analyses

Both Student’s *t*-test and Wilcoxon rank sum test (a non-parametric or distribution-free test) were used for statistical analyses. The majority of the data followed a lognormal distribution. Student’s *t*-test was also performed on the logarithm data.

## Additional files

Additional file 1: Contains supplementary figures and tables: **Figures S1**–**S10.** and **Tables S1**–**S11.**

Additional file 2: A flash movie showing the step-wise actions of miRNAs in targeting mRNAs to the RNPs based on the 3′ UTR length in pachytene spermatocyte, round spermatids, and elongating spermatids. (MP4 417 kb)

How the deposited data were processed for this re-analysis (not part of the article)

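RNA from the RNP and polysome fractions of pachytene spermatocytes, round spermatids and elongating spermatids of wild-type mice was measured in 18 libraries, 3 for each of the 6 combinations of cell type and fraction. The condition of every library was taken from its label, and no library was assigned by its values. The authors' file for each library is an assembly of TopHat2 alignments to mm9 made with Cufflinks for that library alone, after trimming with the FASTX-Toolkit, and neither the labels nor the methods give closer version numbers. Its values are FPKM for each assembled transcript, with no normalization between libraries. The control mRNAs and the filter at an FPKM of 1 that the methods describe were applied after these files. Transcript names do not match between libraries, and transcripts that were not assembled are missing from a file.

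The authors' files hold no read counts, and the paper's supplementary table of sequencing depth was not available here. The ratio of coverage to FPKM, which was checked to be 1 constant in each file, rises with depth and read length, and it ran from 1.20 to 2.26. Cufflinks bounds on single FPKM values were not carried into the tests, whose precision comes from the spread between replicates.

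Spliced transcripts were matched between libraries by their intron chain, and to genes and annotated mRNAs of GENCODE (release for NCBIM37, which is mm9). The FPKM of a gene is the sum over its transcripts. Single-exon transcripts were counted only for genes with 1 exon, and the effect of leaving out other single-exon fragments was measured with length-weighted values. Genes and transcripts with an FPKM of at least 1 in at least 3 libraries were tested, 14628 genes and 31502 transcripts. 3′ UTR lengths were those of the annotated mRNA with the same intron chain, or ran from the annotated stop codon to the assembled end, as stated with each value. The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1.

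Genes and transcripts were compared with limma (trend, not robust) on log2(FPKM + 1) in 1 model with 6 groups over all 18 libraries, so the spread of a gene is shared by the groups. The contrasts were polysome minus RNP in each cell type, the later minus the earlier cell type in each fraction, and the change of the difference between fractions from one cell type to the next. Tests took both tails. Genes were called at an adjusted p (Benjamini-Hochberg) under 0.05, and transcripts at an unadjusted p under 0.1, the level given in the legend of Fig. 4. Adjusted p values are from limma, and those of gene lists from camera, the test of limma for gene sets, with a preset correlation of 0.01 and again with an estimated one. Lengths of sets of transcripts were compared by 1e+05 label permutations, and means per library by all splits of 3 against 3, where the smallest exact p is 0.1. The weighted 3′ UTR within genes is the FPKM-weighted mean of log2 lengths, a geometric mean, and its genes have transcripts that hold at least 10% of the FPKM of the gene and differ by at least 50 nucleotides.

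The 28 gene lists were written from general knowledge of the testis and fixed before the values were seen. The rule for naming genes was also fixed by then. It takes every gene the paper names for its mRNA data that has a value, in each comparison up to 8 genes in each direction with the largest log2 fold change among those with an adjusted p under 0.05, a mean FPKM of at least 10 in the higher group and no overlap between 3 and 3 libraries, up to 6 members of each list by mean FPKM, and the isoforms of the genes the paper names. Not every gene the rule gives is named, and which of them the text names was settled after their values were seen. Gene names that stand for several copies were left out of the alternatives for single genes. *Ankef1* is listed in the annotation as *Ankrd5*.

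Alternatives were other filters (none, FPKM of at least 5), a pseudocount of 0.1, median-ratio scaling, quantile normalization, rescaling to the same sum, removal of mitochondrial genes and of the 10 genes with the highest mean FPKM, fits on only the libraries compared, the replicate number as a block, other thresholds, other definitions of length and weights, and each library left out in turn. Another 7 were added after the data were seen. The calling of genes and transcripts was tested on simulated data with known changes built on the same libraries. The replicate numbers were checked for pairing by the correlation of the deviations of libraries with the same number. In 2 of the 7 comparisons of groups these were at least 0.204 (the fractions of round spermatids) and 0.119 (pachytene against round RNPs). Only these 2 were taken as paired. A library that stands apart in both groups can give such correlations too, so they do not settle the pairing.

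Small RNAs, microRNA target sites, whole-cell RNA and *Drosha* knockout cells are not analysed here. The linear regression on control mRNAs was not repeated, since the text does not name those mRNAs.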

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

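The tests of where the genes of a single fraction lie and how high they were, and the splits of the samples, were chosen after the results were seen; the tests of a change between cell types were set beforehand.

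For 3 genes the difference between polysomes and RNPs changed from one cell type to the next (limma, adjusted p under 0.05), which the paper does not report. For *AY358078* it changed by -6.31 log2 units from pachytene to round spermatids (standard error 0.67, adjusted p = 7.80e-04), with 1646, 542 and 1936 FPKM in the pachytene polysome libraries, 9.38 to 11.7 in pachytene RNPs and 4.60 to 8.76 in the 6 round libraries. For *Churc1* the change was -5.34 (standard error 0.70, adjusted p = 0.00655). It had 30.0, 105 and 19.4 FPKM in pachytene polysomes and an FPKM of 0 in the other 15 libraries. *AL645971.1* changed by 5.26 from round to elongating spermatids (standard error 0.74, adjusted p = 0.0335). It had 27.3, 34.8 and 54.5 FPKM in round RNPs and 20.8 to 105 in pachytene RNPs. Its FPKM was 0 in every polysome and elongating library. The fitted values of *Churc1* and *AL645971.1* depend on the pseudocount and are no bound on the fold. No explanation was tested for these 3 genes.

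At an unadjusted p under 0.05 the difference between fractions rose in 113 genes and fell in 319 from pachytene to round spermatids, and rose in 209 and fell in 163 from round to elongating spermatids, each time together fewer than the 5% of genes that chance gives. Among 100 splits of the samples drawn at random, the real one included, 21 gave at least the 2 genes called from pachytene to round and 46 at least the 1 called from round to elongating, so chance cannot be excluded as an origin of either number. The highest other splits called 1523 and 1554 genes. All 7 splits with over 100 genes had both round libraries numbered 2 on the same side, which points to a structure of the samples, but that with 1554 also kept the elongating fractions as they are, so the difference between these fractions enters it. From pachytene to round, 4 genes were called without pachytene polysome replicate 1 or round polysome replicate 1, 5 without round polysome replicate 2, 3 without pachytene RNP replicates 1 or 2, pachytene polysome replicates 2 or 3, round RNP replicates 2 or 3 or round polysome replicate 3, and 2 without the remaining 2 libraries. For the step from round to elongating, 4 were called without round RNP replicate 1 or elongating RNP replicate 2, 3 without round polysome replicate 2, 7 without elongating RNP replicate 1, 1 without round polysome replicate 1, and 0 (limma) when any of the other 7 libraries was left out, where the number at an unadjusted p was not computed.

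A further pattern, found by looking through the values, is 14 genes assembled in all 9 libraries of one fraction and in none of the other, counting spliced transcripts only where a gene has introns. The 9 found in polysomes, with their mean FPKM there, are *Klhdc2* (150.0), *1110034A24Rik* (48.9), *Pole2* (45.5), *Klhdc1* (20.2), *Lrr1* (9.55), *Lrrc20* (6.84), *Myh3* (4.88), *Ly6a* (1.72) and 7SK (4541), and the 5 found in RNPs are U6atac (24303), AC158995.1 (1491), AL807764.1 (110), *Gm12041* (28.6) and *1700003G18Rik* (4.68). Values near the detection floor do not explain the set as a whole, since the median over the 14 genes of these means was 37.1 FPKM, but the genes were chosen for being assembled in all 9 libraries, and *Myh3*, *Ly6a* and *Lrrc20* reached down to 1.23, 1.24 and 1.38 FPKM. Of the 14 genes, 35.7% had another of them within 100 kb, against 28.6% in the highest of 10000 random sets of 14 genes and 0 at their 95th percentile. These are the 5 polysome genes *Lrr1*, *1110034A24Rik*, *Pole2*, *Klhdc1* and *Klhdc2*, which lie side by side on chromosome 12 from 70269801 to 70411674. For these 5 a candidate explanation is that a stretch of the chromosome was lost together from the assemblies of RNPs. With gene values weighted by length, which count single-exon fragments, *Klhdc2* had the higher value in RNPs of round spermatids (log2 fold change -3.17, adjusted p = 0.184), and *1110034A24Rik* was no longer called there (0.34, adjusted p = 0.777) or in elongating spermatids (0.84, adjusted p = 0.490), nor *Pole2* in round spermatids (1.52, adjusted p = 0.161). But *1110034A24Rik* stayed higher in polysomes of pachytene spermatocytes (2.21, adjusted p = 0.0442) and *Pole2* in those of elongating spermatids (2.67, adjusted p = 0.0369). The length-weighted values come from the same assemblies, so they cannot tell a loss from the assemblies from a difference in RNA. Both stay open for these 5 genes. For the other 9 genes a difference in RNA between the fractions, which the design compares, stays open and was not tested. 7SK and U6atac have further copies in the annotation that can share their reads.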

How the results depend on the processing

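The results were recomputed under alternatives set beforehand, and under 7 more that were chosen after the data were seen, which are the last ones described here. Over all results of the comparisons and all alternatives, 575 values kept their direction and their side of the threshold, or moved by less than 1.5 times (counts) or less than the spread between replicates, 243 moved by more, 41 came past the threshold, 11 no longer passed and 32 reversed. For single named genes 1508 values kept their call, 466 lost it, 19 gained it and 55 reversed. The cause was not tested in any of these, apart from settings that by construction leave fewer libraries, genes or transcripts.

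As analysed in the text, and in the order fractions of pachytene spermatocytes, round spermatids and elongating spermatids, RNPs from pachytene to round and from round to elongating, polysomes from pachytene to round and from round to elongating, the genes called by limma numbered 900, 48, 230, 0, 12, 23 and 84, the gene lists 6, 8, 4, 6, 10, 6 and 8, the transcripts 5537, 4336, 5182, 2437, 3001, 5030 and 5491 and the genes with a changed weighted 3′ UTR 141, 20, 24, 2, 19, 17 and 23. The 3′ UTR differences were 117, 248, 61.6, -0.47, -291, 126 and -534 nucleotides in the same order, the differences in spliced length between fractions -198, 137 and -232, and the genes whose difference between fractions changed from pachytene to round and from round to elongating 2 and 1. A difference of the other sign below is a reversal, and that of -0.47 nucleotides in RNPs from pachytene to round has no clear sign to reverse. Permutation tests under the alternatives used 1000 permutations, so the smallest p is 0.001.

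The 3' UTR length of transcripts higher against lower in polysome, round to elongating kept its direction and passed its test under all 24 alternatives, from -881 to -307 nucleotides. The number of gene lists in that comparison stayed between 8 and 12 under all 19 with camera's preset correlation, and with an estimated one none of the 8 passed (lowest adjusted p = 0.685). In RNPs from round to elongating the 3′ UTR difference stayed negative under all 23 alternatives and between fractions of round spermatids it stayed positive under all 24, though both missed the test under some of those below. The differences between fractions and between cell types in the Spearman coefficients moved by less than the spread of the replicates under each alternative.

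With median-ratio scaling, the genes called numbered 27 in pachytene spermatocytes, 26 in round spermatids, 68 in elongating spermatids, 61 in RNPs from round to elongating, 14 in polysomes from pachytene to round and 44 in polysomes from round to elongating. After median-ratio scaling, the gene lists past the threshold numbered 3 in round spermatids and 2 in elongating spermatids. After median-ratio scaling, the genes whose difference between fractions changed numbered 4 from round to elongating. After median-ratio scaling, the difference in annotated 3′ UTR length in nucleotides (permutation test) was 91.1 (p = 0.232) in RNPs from pachytene to round and 241 (p = 0.001) in polysomes from pachytene to round. After median-ratio scaling, the difference in spliced length in nucleotides (permutation test) was 436 (p = 0.001) in round spermatids and 39.6 (p = 0.755) in elongating spermatids. With quantile normalization, the genes called numbered 21 in pachytene spermatocytes, 21 in round spermatids, 39 in elongating spermatids, 32 in RNPs from round to elongating and 31 in polysomes from round to elongating. After quantile normalization, the gene lists past the threshold numbered 2 in round spermatids and 1 in elongating spermatids. After quantile normalization, the genes whose difference between fractions changed numbered 1 from pachytene to round and 0 from round to elongating. After quantile normalization, the difference in annotated 3′ UTR length in nucleotides (permutation test) was 124 (p = 0.0879) in RNPs from pachytene to round and 232 (p = 0.001) in polysomes from pachytene to round. After quantile normalization, the difference in spliced length in nucleotides (permutation test) was 394 (p = 0.001) in round spermatids and 105 (p = 0.463) in elongating spermatids.

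With each library rescaled to the same sum, the genes called numbered 2342 in pachytene spermatocytes, 20 in round spermatids, 5 in polysomes from pachytene to round and 313 in polysomes from round to elongating. After rescaling to the same sum, the gene lists past the threshold numbered 4 in round spermatids and 13 in RNPs from pachytene to round. After rescaling to the same sum, the genes whose difference between fractions changed numbered 3 from round to elongating. After rescaling to the same sum, the difference in annotated 3′ UTR length in nucleotides (permutation test) was 7.84 (p = 0.951) in RNPs from pachytene to round. After rescaling to the same sum, the difference in spliced length in nucleotides (permutation test) was -404 (p = 0.002) in pachytene spermatocytes and -263 (p = 0.023) in elongating spermatids. Without mitochondrial genes and the 10 genes with the highest mean FPKM, the genes called numbered 157 in pachytene spermatocytes, 22 in round spermatids and 138 in elongating spermatids. Without these genes, the gene lists past the threshold numbered 3 in round spermatids. Without these genes, the difference in annotated 3′ UTR length in nucleotides (permutation test) was 163 (p = 0.029) in pachytene spermatocytes and 50.9 (p = 0.539) in RNPs from pachytene to round. Without these genes, the difference in spliced length in nucleotides (permutation test) was 395 (p = 0.002) in round spermatids.

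With no filter on low FPKM, the genes called numbered 43 in polysomes from pachytene to round. Unfiltered, the genes whose difference between fractions changed numbered 4 from round to elongating. Unfiltered, the transcripts called numbered 26895 in pachytene spermatocytes, 29677 in round spermatids, 30136 in elongating spermatids, 21759 in RNPs from pachytene to round, 25204 in RNPs from round to elongating, 33395 in polysomes from pachytene to round and 33591 in polysomes from round to elongating. Unfiltered, the difference in annotated 3′ UTR length in nucleotides (permutation test) was -25.5 (p = 0.723) in elongating spermatids, -103 (p = 0.197) in RNPs from round to elongating and 149 (p = 0.00599) in polysomes from pachytene to round. Unfiltered, the difference in spliced length in nucleotides (permutation test) was -345 (p = 0.001) in pachytene spermatocytes. With a minimum FPKM of 5, the genes called numbered 3 in RNPs from round to elongating, 12 in polysomes from pachytene to round and 14 in polysomes from round to elongating. At the minimum of 5, the genes whose difference between fractions changed numbered 1 from pachytene to round. At the minimum of 5, the transcripts called numbered 2786 in round spermatids, 3404 in elongating spermatids, 1501 in RNPs from pachytene to round, 1828 in RNPs from round to elongating, 3275 in polysomes from pachytene to round and 3387 in polysomes from round to elongating. At the minimum of 5, the difference in annotated 3′ UTR length in nucleotides (permutation test) was 156 (p = 0.0529) in round spermatids and -23.1 (p = 0.757) in polysomes from pachytene to round. At the minimum of 5, the difference in spliced length in nucleotides (permutation test) was -246 (p = 0.043) in pachytene spermatocytes and -34.0 (p = 0.804) in round spermatids.

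With a pseudocount of 0.1, the genes called numbered 356 in elongating spermatids and 30 in RNPs from round to elongating. At this pseudocount, the difference in annotated 3′ UTR length in nucleotides (permutation test) was 164 (p = 0.019) in pachytene spermatocytes and 84.5 (p = 0.271) in RNPs from pachytene to round. With a gene FPKM of at least 5 for the comparison within genes, the genes with a changed weighted 3′ UTR numbered 0 in RNPs from pachytene to round, 8 in RNPs from round to elongating and 8 in polysomes from round to elongating. With 1 value per gene in place of 1 per transcript, the difference in spliced length in nucleotides (permutation test) was -247 (p = 0.046) in elongating spermatids. With isoforms that differ by at least 200 nucleotides, the genes with a changed weighted 3′ UTR numbered 1 in RNPs from pachytene to round. With the last exon of the assembled structure in place of the 3′ UTR, the difference in length in nucleotides (permutation test) was 283 (p = 0.001) in pachytene spermatocytes. With weights of log2(FPKM + 1), the difference between fractions in the mean 3′ UTR per library in nucleotides was 289 in pachytene spermatocytes and 269 in round spermatids. Without the 100 highest transcripts of each library, the difference between fractions in the mean 3′ UTR per library in nucleotides was 207 in pachytene spermatocytes.

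With an adjusted p under 0.05 for transcripts, the transcripts called numbered 191 in pachytene spermatocytes, 80 in round spermatids, 263 in elongating spermatids, 37 in RNPs from pachytene to round, 57 in RNPs from round to elongating, 340 in polysomes from pachytene to round and 323 in polysomes from round to elongating. At this adjusted level, the difference in annotated 3′ UTR length in nucleotides (permutation test) was -223 (p = 0.669) in pachytene spermatocytes, 142 (p = 0.939) in round spermatids and -6.04 (p = 0.987) in polysomes from pachytene to round. At this adjusted level, the difference in spliced length in nucleotides (permutation test) was 1609 (p = 0.029) in elongating spermatids. With an unadjusted p under 0.05 for transcripts, the transcripts called numbered 3596 in pachytene spermatocytes, 2779 in round spermatids, 3432 in elongating spermatids, 1407 in RNPs from pachytene to round and 1774 in RNPs from round to elongating. At the unadjusted level of 0.05, the difference in annotated 3′ UTR length in nucleotides (permutation test) was 211 (p = 0.0549) in round spermatids and 39.4 (p = 0.742) in RNPs from pachytene to round. At the unadjusted level of 0.05, the difference in spliced length in nucleotides (permutation test) was -326 (p = 0.00899) in pachytene spermatocytes. With an unadjusted p under 0.1 and a difference of 2-fold, the difference in annotated 3′ UTR length in nucleotides (permutation test) was 5.88 (p = 0.933) in RNPs from pachytene to round.

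With only the libraries compared in the fit, the genes called numbered 141 in pachytene spermatocytes, 7 in round spermatids, 2330 in elongating spermatids, 1 in RNPs from pachytene to round, 0 in RNPs from round to elongating, 0 in polysomes from pachytene to round and 19 in polysomes from round to elongating. Fitted alone, the gene lists past the threshold numbered 3 in pachytene spermatocytes. Fitted alone, the genes whose difference between fractions changed numbered 5 from pachytene to round and 4 from round to elongating. Fitted alone, the transcripts called numbered 2483 in round spermatids, 1267 in RNPs from pachytene to round, 1928 in RNPs from round to elongating, 2903 in polysomes from pachytene to round and 3600 in polysomes from round to elongating. Fitted alone, the difference in annotated 3′ UTR length in nucleotides (permutation test) was 150.3 (p = 0.113) in round spermatids, 198 (p = 0.012) in elongating spermatids and 3.61 (p = 0.973) in RNPs from pachytene to round.

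With the replicate number as a block, the genes called numbered 2923 in pachytene spermatocytes, 1056 in elongating spermatids, 1 in RNPs from pachytene to round, 9 in polysomes from pachytene to round and 434 in polysomes from round to elongating. Blocked by number, the gene lists past the threshold numbered 3 in pachytene spermatocytes and 4 in round spermatids. Blocked by number, the genes whose difference between fractions changed numbered 1 from pachytene to round and 0 from round to elongating. Blocked by number, the difference in annotated 3′ UTR length in nucleotides (permutation test) was 153 (p = 0.044) in pachytene spermatocytes and -0.70 (p = 0.994) in elongating spermatids. Blocked by number, the difference in spliced length in nucleotides (permutation test) was -357 (p = 0.001) in elongating spermatids. Blocked by number, the genes with a changed weighted 3′ UTR numbered 59 in pachytene spermatocytes, 5 in round spermatids, 9 in elongating spermatids, 0 in RNPs from pachytene to round, 10 in RNPs from round to elongating, 9 in polysomes from pachytene to round and 12 in polysomes from round to elongating. The deviations of libraries with the same number correlated by at least 0.204 between the fractions of round spermatids and 0.119 between pachytene and round RNPs. Only these comparisons were taken as paired. In each of them 4 of 6 libraries correlated best with that of their own number. A library that stands apart in both groups can raise such correlations by itself, so they cannot tell the 2 apart. The text does not state that the numbers pair, so the block stands as an alternative. Between the fractions of elongating spermatids and between round and elongating polysomes all 6 libraries correlated best with that of their own number, a hint from the data, but their deviations correlated by at most 0.0658, and the libraries of the other 5 comparisons did so in 2 to 4 of 6.

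Leaving out 1 library at a time moved the genes called over 31 (without pachytene RNP 3) to 1575 (without pachytene RNP 1) in pachytene spermatocytes, 17 (without round RNP 3) to 97 (without round polysome 2) in round spermatids, 41 (without elongating RNP 2) to 192 (without elongating RNP 3) in elongating spermatids, 0 (without round RNP 1) to 4 (without round RNP 2) in RNPs from pachytene to round, 3 (without round RNP 3) to 24 (without elongating RNP 2) in RNPs from round to elongating, 4 (without round polysome 3) to 56 (without round polysome 2) in polysomes from pachytene to round and 5 (without round polysome 3) to 349 (without round polysome 1) in polysomes from round to elongating. The number of gene lists with 1 library left out ran over 3 (without pachytene RNP 3) to 9 (without pachytene polysome 2) in pachytene spermatocytes, 2 (without round RNP 3) to 11 (without round RNP 2) in round spermatids, 2 (without elongating RNP 1) to 6 (without elongating RNP 3) in elongating spermatids, 3 (without pachytene RNP 1) to 8 (without pachytene RNP 2) in RNPs from pachytene to round, 2 (without round RNP 2) to 11 (without round RNP 1) in RNPs from round to elongating and 2 (without round polysome 3) to 12 (without round polysome 2) in polysomes from pachytene to round. For the genes whose difference between fractions changed, the range was 2 (without pachytene RNP 3) to 5 (without round polysome 2) from pachytene to round and 0 (without round RNP 2) to 7 (without elongating RNP 1) from round to elongating. With 1 library fewer, the 3′ UTR difference in nucleotides ran over -29.5 (without pachytene polysome 3) to 254 (without pachytene RNP 2) in pachytene spermatocytes, 15.1 (without round polysome 2) to 381 (without round RNP 2) in round spermatids, -165 (without round RNP 2) to 254 (without pachytene RNP 2) in RNPs from pachytene to round, -409 (without round RNP 3) to -127 (without round RNP 2) in RNPs from round to elongating and -138 (without round polysome 2) to 269 (without round polysome 1) in polysomes from pachytene to round. Spliced length with 1 library fewer differed between fractions, in nucleotides, over -641 (without pachytene RNP 3) to 207 (without pachytene RNP 2) in pachytene spermatocytes, -223 (without round RNP 3) to 306 (without round polysome 3) in round spermatids and -338 (without elongating RNP 3) to 85.9 (without elongating polysome 1) in elongating spermatids. Genes with a changed weighted 3′ UTR numbered, with 1 library left out, 34 (without pachytene RNP 3) to 169 (without pachytene RNP 1) in pachytene spermatocytes, 4 (without round RNP 3) to 103 (without round polysome 1) in round spermatids, 17 (without elongating polysome 3) to 166 (without elongating RNP 3) in elongating spermatids, 1 (without round RNP 1) to 12 (without round RNP 2) in RNPs from pachytene to round, 16 (without round RNP 3) to 116 (without elongating RNP 3) in RNPs from round to elongating, 21 (without round polysome 3) to 49 (without round polysome 2) in polysomes from pachytene to round and 9 (without round polysome 3) to 94 (without round polysome 1) in polysomes from round to elongating. A group with 1 library left out has 2, and limma takes their spread from all groups.

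Without the round libraries numbered 2, the genes called numbered 2560 in pachytene spermatocytes, 99 in round spermatids, 725 in elongating spermatids, 13 in RNPs from pachytene to round, 98 in polysomes from pachytene to round and 23 in polysomes from round to elongating. Lacking both of these libraries, the gene lists past the threshold numbered 3 in RNPs from round to elongating and 12 in polysomes from pachytene to round. Lacking both of these libraries, the genes whose difference between fractions changed numbered 7 from pachytene to round and 2 from round to elongating. Lacking both of these libraries, the difference in annotated 3′ UTR length in nucleotides (permutation test) was -304 (p = 0.001) in RNPs from pachytene to round, -104 (p = 0.314) in RNPs from round to elongating and -183 (p = 0.005) in polysomes from pachytene to round. Lacking both of these libraries, the difference in spliced length in nucleotides (permutation test) was -217 (p = 0.034) in pachytene spermatocytes and -307 (p = 0.00599) in elongating spermatids. Lacking both of these libraries, the genes with a changed weighted 3′ UTR numbered 45 in round spermatids, 9 in RNPs from pachytene to round and 66 in polysomes from pachytene to round.

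Without pachytene RNP replicate 2, pachytene polysome replicates 2 and 3 and both round libraries numbered 2, the genes called numbered 492 in pachytene spermatocytes, 335 in round spermatids, 1173 in elongating spermatids, 26 in RNPs from pachytene to round, 283 in polysomes from pachytene to round and 179 in polysomes from round to elongating. Lacking these 5 libraries, the gene lists past the threshold numbered 5 in round spermatids, 10 in RNPs from pachytene to round, 6 in RNPs from round to elongating and 3 in polysomes from pachytene to round. Lacking these 5 libraries, the genes whose difference between fractions changed numbered 211 from pachytene to round and 87 from round to elongating. Lacking these 5 libraries, the difference in annotated 3′ UTR length in nucleotides (permutation test) was 137 (p = 0.039) in pachytene spermatocytes and -129 (p = 0.126) in RNPs from round to elongating. Lacking these 5 libraries, the difference in spliced length in nucleotides (permutation test) was 225 (p = 0.021) in pachytene spermatocytes and -378 (p = 0.002) in elongating spermatids. Lacking these 5 libraries, the genes with a changed weighted 3′ UTR numbered 59 in round spermatids, 11 in RNPs from pachytene to round, 11 in RNPs from round to elongating and 154 in polysomes from pachytene to round.

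With library weights from limma, the genes called numbered 359 in pachytene spermatocytes, 8752 in round spermatids, 3303 in elongating spermatids, 35 in RNPs from pachytene to round, 1675 in RNPs from round to elongating, 2732 in polysomes from pachytene to round and 4687 in polysomes from round to elongating. Weighted by library, the gene lists past the threshold numbered 5 in round spermatids, 6 in RNPs from round to elongating and 10 in polysomes from pachytene to round. Weighted by library, the genes whose difference between fractions changed numbered 30 from pachytene to round and 1322 from round to elongating. Weighted by library, the transcripts called numbered 3884 in RNPs from pachytene to round and 4614 in RNPs from round to elongating. Weighted by library, the difference in annotated 3′ UTR length in nucleotides (permutation test) was 210.3 (p = 0.00699) in pachytene spermatocytes. Weighted by library, the difference in spliced length in nucleotides (permutation test) was 3.36 (p = 0.977) in pachytene spermatocytes, 250.3 (p = 0.00999) in round spermatids and -227 (p = 0.032) in elongating spermatids.

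With gene values weighted by length, the genes called numbered 4044 in pachytene spermatocytes, 26 in round spermatids, 634 in elongating spermatids, 7 in RNPs from round to elongating and 85 in polysomes from pachytene to round. By length-weighted values, the gene lists past the threshold numbered 9 in elongating spermatids. By length-weighted values, the genes whose difference between fractions changed numbered 0 from pachytene to round and 2 from round to elongating. With the 3′ UTR to the assembled end, the difference in length in nucleotides (permutation test) was 244 (p = 0.001) in pachytene spermatocytes, 112 (p = 0.001) in elongating spermatids, -167 (p = 0.001) in RNPs from pachytene to round and -34.3 (p = 0.324) in polysomes from pachytene to round. With annotated mRNAs only, the transcripts called numbered 2590 in pachytene spermatocytes, 1293 in round spermatids, 1379 in elongating spermatids, 683 in RNPs from pachytene to round, 857 in RNPs from round to elongating, 1602 in polysomes from pachytene to round and 1813 in polysomes from round to elongating. With only genes assembled in every library compared, the genes called numbered 11 in round spermatids, 78 in elongating spermatids, 0 in RNPs from round to elongating, 6 in polysomes from pachytene to round and 0 in polysomes from round to elongating. Among these genes, the genes whose difference between fractions changed numbered 1 from pachytene to round and 0 from round to elongating.

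Of the genes named in the text, *Cnot1* reversed in RNPs from pachytene to round with library weights (log2 fold change -0.23, adjusted p = 1), *Thoc7* after rescaling each library to the same sum (0.19, adjusted p = 0.928), and, with gene values weighted by length, *Hspa2* in polysomes from pachytene to round (-0.47, adjusted p = 0.926) and *Klhdc2* between the fractions of elongating (-2.92) and round spermatids (-3.17, adjusted p = 0.184 each). Length-weighted values include single-exon fragments, which the sum over spliced transcripts leaves out.

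Among genes that the paper names and that limma did not call between fractions, several log2 differences of polysome minus RNP changed sign. For *Clu*, 0.68 in pachytene spermatocytes became -0.48 with median-ratio scaling, -0.21 with quantile normalization, -0.37 with 5 libraries left out and -0.50 to 1.86 with 1 library left out. Its 0.55 in round spermatids became -0.20 with median-ratio scaling, -0.0094 with quantile normalization, -0.045 with no mitochondrial or top 10 genes and -1.26 to 2.13 with 1 library left out. Its -0.15 in elongating spermatids became 0.11 with rescaling to the same sum and -0.33 to 0.022 with 1 library left out. For *Tnp2*, -0.42 in pachytene spermatocytes became 0.39 with length-weighted values, 0.46 with rescaling to the same sum, 0.27 with 5 libraries left out and -2.07 to 1.22 with 1 library left out. Its 0.071 in round spermatids became -0.68 with median-ratio scaling, -0.47 with quantile normalization, -0.30 with rescaling to the same sum, -0.11 with 5 libraries left out, -0.52 with no mitochondrial or top 10 genes, -0.11 with round libraries numbered 2 left out and -1.77 to 1.73 with 1 library left out. Its 0.60 in elongating spermatids became -0.30 with median-ratio scaling. For *Tdrd5*, 0.64 in elongating spermatids became -0.16 with median-ratio scaling, -0.12 with quantile normalization and -0.56 to 1.43 with 1 library left out.  For *Apc*, 0.32 in pachytene spermatocytes became -0.63 with median-ratio scaling, -0.59 with quantile normalization and -0.046 to 0.88 with 1 library left out. Its -0.46 in round spermatids became 0.71 with length-weighted values, 0.11 with library weights and -1.19 to 0.16 with 1 library left out. For *Fkbp6*, 0.70 in elongating spermatids became -0.14 with median-ratio scaling.  For *Drosha*, 0.39 in round spermatids became -0.33 with median-ratio scaling, -0.22 with quantile normalization, -0.34 with 5 libraries left out, -0.21 with no mitochondrial or top 10 genes, -0.34 with round libraries numbered 2 left out and -0.86 to 1.25 with 1 library left out. Its -0.17 in elongating spermatids became 0.53 with length-weighted values, 0.063 with rescaling to the same sum and -0.85 to 0.89 with 1 library left out. With library weights *Fkbp6* (0.92, adjusted p = 0.0142) and *Tdrd5* (1.49, adjusted p = 0.0167) passed in round spermatids, and these 6 genes passed between fractions under no other alternative run. *Nemf*, called between fractions of round spermatids, reversed with length-weighted values (-3.20, adjusted p = 0.228).

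What the libraries can show is limited by 3 replicates and by their spread. In simulated data built on these libraries, of 100 genes changed by 16-fold, 54 were called between fractions of round spermatids, 54 between fractions of elongating spermatids, 68 in RNPs from round to elongating, 58 in polysomes from pachytene to round and 56 in polysomes from round to elongating, and of 100 changed by 4-fold 16, 13, 13, 14 and 9. No read counts are given, so the depth was not varied. Every alternative set beforehand was run, and with an adjusted p under 0.05 too few annotated mRNAs were left to compare lengths in RNPs.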

Differences from the paper's values

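All values here were computed beside the paper's with thresholds as the legend of Fig. 4 gives them (unadjusted p under 0.1), with limma in place of the paper's Student's *t*-test and without its normalization to control mRNAs. The transcripts the paper called are not listed in its text, so it was not counted how many of them a setting drops.

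In pachytene spermatocytes 4638 transcripts were enriched in polysomes, against the paper's 355, and all 18 alternatives set before the data were examined differ as well, from 163 (adjusted p under 0.05) to 17184 (no filter). In round spermatids 1293 were enriched in RNPs, against the paper's 762. Of the alternatives set before the data were examined, an unadjusted p under 0.05 (787), an FPKM of at least 5 (718), only the libraries compared (603) and leaving out round polysome replicate 3 (1100) come within 1.5 times of it, and the other 14 do not. Enriched in round polysomes were 3043, against the paper's 752, and none of the 18 comes within that range. In elongating spermatids 1495 were enriched in RNPs, against the paper's 793, with an unadjusted p under 0.05 (970), an FPKM of at least 5 (825) and only the libraries compared (1017) within the range and the other 15 outside it. For polysomes of elongating spermatids the number was 3687, against the paper's 422, and none of the 18 alternatives comes within the range. The number higher in round than in pachytene RNPs was 1483, against the paper's 909. An unadjusted p under 0.05 (838), an FPKM of at least 5 (918), only the libraries compared (791), and leaving out pachytene RNP replicate 2 (1281), pachytene RNP replicate 3 (1079) or round RNP replicate 1 (1350) come within the range, and the other 12 do not. These counts are of all transcripts, the paper's of mRNAs. With annotated mRNAs only, a setting chosen after seeing the values, 941 were enriched in round polysomes, within the range, and every other count lay outside it, with 352 in round RNPs, 2268 in pachytene polysomes and 322 in pachytene RNPs (against the paper's 679), 1069 in elongating polysomes, 310 in elongating RNPs, 310 higher in round than in pachytene RNPs and 373 lower (against the paper's 1068).

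For the mean length of polysome-enriched minus RNP-enriched mRNAs, the values were -198 nucleotides in pachytene spermatocytes against the paper's 700, 137 in round spermatids against the paper's 1376 and -232 in elongating spermatids against the paper's 400. None of the 19 alternatives set before the data were examined comes within the range of the paper's value in any of the 3 cell types. They run from -1032 to 207, from -223 to 2154 and from -357 to 1609 nucleotides, the highest in round and elongating spermatids with an adjusted p under 0.05.

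The mean 3′ UTR of polysome-enriched mRNAs was 1.24 times that of RNP-enriched mRNAs in round spermatids, against the paper's about 2.5 in Fig. 4a, read by eye, and 1.06 times in elongating spermatids, against the paper's about 1.9 in Fig. 4a, read by eye. The mRNAs higher in round than in elongating RNPs had a mean 3′ UTR of 1102 nucleotides, against the paper's about 1700 in Fig. 3a, read by eye. These are annotated lengths, whereas the legend of Fig. 3 takes the paper's from the total length and the stop codon of its assembled transcripts. To the assembled end, a length chosen after seeing the values, the means of polysome-enriched and RNP-enriched transcripts were 1061 and 763 nucleotides in round and 803 and 691 in elongating spermatids, and that of transcripts higher in round than in elongating RNPs was 836.

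The paper has more transcripts enriched in RNPs than in polysomes of pachytene spermatocytes and of elongating spermatids and about equal numbers in round spermatids, whereas here those enriched in polysomes were more numerous in all 3 cell types under every alternative run. It has RNP-enriched mRNAs shorter in each cell type. Here the annotated mRNAs have the other direction in pachytene spermatocytes and elongating spermatids, and the transcripts as assembled, a length chosen after seeing the values, have the paper's direction in all 3, with 230 nucleotides in pachytene, 342 in round and 196 in elongating cells. The paper finds a difference in 5′ UTR length in round spermatids, where it was 15.4 nucleotides here (permutation test, p = 0.175). It describes overall 3′ UTRs as shorter in round spermatids than in pachytene spermatocytes in both fractions. Those of polysome-enriched mRNAs it describes as appearing to be longer, a change its legends call not significant (Fig. 3b, d). Read by eye, Fig. 3b has about 1600 nucleotides for polysome transcripts higher in pachytene and 1100 for those higher in round spermatids. The annotated means here were 1123 and 1249, the other direction (permutation test, p = 0.0713). Without round polysome replicate 2 this difference turned to the paper's direction, at -138 nucleotides. To the assembled end, a length nearer to the paper's but chosen after seeing the values, the means were 1017 and 983. That is the paper's direction (permutation test, p = 0.316). Weighted by FPKM and measured to the assembled end, the mean per library moved by -111 nucleotides in RNPs and by 136 in polysomes (exact permutation tests, p = 0.4 each). Without round polysome replicate 2 the step in polysomes was 35.6 nucleotides and without round polysome replicate 3 it was 219, and it was 17.9 and 274 without pachytene polysome replicates 2 and 1. With weights of log2(FPKM + 1) it was -52.4 and without the 100 highest transcripts -26.4. The step in RNPs was -19.4 and -204 without pachytene RNP replicates 2 and 3.

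For *Sgsm2* and *Thoc7* the paper has the short form rising and the long form falling in RNPs of round spermatids. The single annotated isoform of *Sgsm2*, matched by intron chain, was listed at 1.82 FPKM in 1 pachytene and at 1.99 in 1 round RNP library. Its assembled 3′ UTRs there were 544 and 525 nucleotides, so these values do not follow a long form. The weighted geometric mean 3′ UTR of *Thoc7* was shorter in round RNPs, at 252 against 316 nucleotides (adjusted p = 1 from limma). For *Akap1* it has the long form falling in polysomes of elongating spermatids, and here the isoform with the 2000-nucleotide 3′ UTR was listed at 37.5, 0 and 0 FPKM in round and at 187, 94.6 and 107 in elongating polysomes. For *Ankef1*, transcripts with an assembled 3′ UTR of 132 to 137 nucleotides, whatever their intron chain, were listed at 19.8 and 8.17 FPKM in round polysome replicates 1 and 3 and at 63.8, 65.6 and 110 in elongating polysomes, which is the paper's direction. The longer ones, of 283 to 404 nucleotides, were not lower there, at 44.8, 1.66 and 29.1 in round and, for the highest of each library, 88.7, 51.7 and 62.5 FPKM in elongating polysomes.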

Other observations

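The splits of the samples and the tests on the round libraries numbered 2 were chosen after the results were seen; the tests on the ends of 3′ UTRs and those of genes and gene lists were set beforehand.

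In each cell type the FPKM-weighted 3′ UTR of most genes was longer in polysomes than in RNPs when measured to the assembled end. A higher FPKM in polysomes alone does not account for it. Among genes whose FPKM was not higher in polysomes the share with the longer 3′ UTR there was still 81.3% in elongating spermatids, the lowest of the 3 cell types. The median log2 ratio of these genes was larger than that of the others in each cell type. It was 0.67 against 0.31 in pachytene, 0.39 against 0.23 in round and 0.36 against 0.14 in elongating cells. An FPKM depends on the assembled length, so this grouping cannot exclude a more complete assembly in polysomes. For the genes with several annotated isoforms the shares lay near even with annotated lengths, the lowest being 47.4% in elongating spermatids, so for these a candidate explanation is a difference in where the assembled transcripts end. Such ends may come from polyadenylation sites outside the annotation or from how far the reads of a library reach, and the files hold no value that separates these. The biological explanation, a sorting of mRNAs by 3′ UTR length between the fractions, stays open.

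The round spermatid libraries numbered 2 stood apart from the other round libraries in both fractions. Their Sertoli cell genes were higher, at 24 of 25 genes in each fraction, spermatogonia genes were higher (median log2 difference 1.72 in RNPs and 1.80 in polysomes) and so were Leydig cell genes (1.02 and 0.57) and peritubular genes (0.98 and 0.31). Round spermatid genes (-2.28 and -2.95), acrosome genes (-2.29 and -2.75) and sperm tail genes (-2.84 in each) were lower, and nuclear condensation genes (-2.57 and -1.06) varied with an SD of 4.39 and 4.83. Macrophage and blood genes changed little (0 and 0.067). Of the 25 Sertoli cell genes, 8 reached an FPKM of 1 in both other round RNP libraries and 19 in both other round polysome libraries. *Clu*, an abundant mRNA of Sertoli cells, had 689 FPKM in the round RNP and 1413 in the round polysome library numbered 2, against 18.8 to 40.6 in the other 4. It was also high in pachytene RNP replicate 2 (842) and pachytene polysome replicates 2 and 3 (485 and 664). The other pachytene libraries had 31.0 to 161. Together the libraries with high *Clu* are those left out in an alternative above. A lower depth alone does not account for the values of the round libraries numbered 2. The coverage per FPKM was lower in both libraries (1.64 against 1.80 and 1.67 in RNPs, 1.76 against 1.97 and 2.15 in polysomes), but the Sertoli list rose and the elongating spermatid list fell by at least 3.09 log2 units in each. Sertoli cell RNA in place of germ cell RNA as a whole would lower all germ cell lists alike, whereas the 46 meiosis genes moved by 0.25 and 0.038 and lay at least 3.71 log2 units above the elongating spermatid genes. A swap of labels with a pachytene spermatocyte library of the same fraction stays open, since 2 pachytene libraries are out of place in the way it needs. Pachytene RNP replicate 1 had a correlation of 0.817 or more with the other round RNP libraries and at most 0.764 with the other pachytene ones, and pachytene polysome replicate 1 had 0.790 and 0.779. In polysomes this gap is small, and some genes follow the labels. *AY358078* had 1646 FPKM in pachytene polysome replicate 1 and 8.76 in round polysome replicate 2. *Churc1* had 30.0 FPKM in the first and was not assembled in the second. Both genes were picked for a difference between the labelled groups, so they do not decide it. The paper gives purity by cell type and not by library. A different purity of the cells purified by STA-PUT also stays open. Since all these libraries carry the same label, no biological explanation was tested.

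With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. For genes between fractions, the real split called 900 in pachytene spermatocytes and the highest other 3, 230 and 4 in elongating spermatids, and 48 and 1026 in round spermatids. The real split was the highest in pachytene spermatocytes and elongating spermatids (1 split as large each), and in round spermatids 2 splits were as large. In round spermatids, taken as paired by number, 4 splits part all 3 pairs. Among these the real one called 48 genes and the other 3 called 0 (limma; their number at an unadjusted p was not computed). The real split gave 4336 transcripts against at most 3386, and 20 genes with a changed weighted 3′ UTR against 0. Its differences were 248 nucleotides against up to 259 in 3′ UTR and 137 against up to 443.6 in spliced length. In RNPs from pachytene to round, also taken as paired, the same 4 splits gave 0 genes against at most 1 and 2437 transcripts against at most 1949. They gave 2 genes with a changed 3′ UTR against at most 3 and a 3′ UTR difference of 0.467 against up to 112 nucleotides. The remaining 6 splits keep the libraries of 2 numbers together, among them those with 1026 and 236 genes, which keep the numbers 1 and 2 together. Between cell types the real and highest other numbers were 0 and 236 in RNPs from pachytene to round (limma; 10 splits as large), 12 and 3 in RNPs from round to elongating (1), 23 and 178 in polysomes from pachytene to round (2) and 84 and 3 in polysomes from round to elongating (1). The splits with 1026, 236 and 178 genes called far more than the real 48, 0 and 23, which points to a structure of the samples.

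For transcripts the real and highest other numbers were 5537 and 4597 in pachytene spermatocytes (1 split as large), 4336 and 6582 in round spermatids (5), 5182 and 3369 in elongating spermatids (1), 2437 and 4519 in RNPs from pachytene to round (5), 3001 and 3086 in RNPs from round to elongating (2), 5030 and 6860 in polysomes from pachytene to round (2) and 5491 and 4649 in polysomes from round to elongating (1). For genes with a changed weighted 3′ UTR they were 141 and 4 (1), 20 and 65 (2), 24 and 5 (1), 2 and 111 (6), 19 and 19 (2), 17 and 66 (3) and 23 and 12 (1) in the same order.

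The size of the difference in annotated 3′ UTR length, without its sign, was 117 nucleotides for the real and 592.5 for the highest other split in pachytene spermatocytes (10 splits as large), 248 and 692.5 in round spermatids (7), 61.6 and 209.9 in elongating spermatids (7), 0.467 and 631 in RNPs from pachytene to round (10), 291 and 328 in RNPs from round to elongating (2), 126 and 591 in polysomes from pachytene to round (9) and 534 and 489 in polysomes from round to elongating (1). For spliced length between fractions it was 198 and 1000 (10), 137 and 1001 (8) and 232 and 217.5 (1) in pachytene, round and elongating cells.

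Gene lists that passed in none of the 7 comparisons, with their lowest adjusted p from camera, were the chromatoid body and piRNA pathway (0.338, pachytene to round RNPs, 14 of 28 genes positive, median -0.019), the microRNA pathway (0.298, round to elongating polysomes, 6 of 21 positive, median -0.55), germ cell RNA-binding proteins (0.415, fractions of round spermatids, 32 of 36 positive, median 0.84), heat shock and chaperones (0.0595, pachytene to round RNPs, 24 of 29 positive, median 0.46), noncoding nuclear RNA (0.104, fractions of pachytene spermatocytes, 5 of 7 positive, median 0.26) and meiosis and synapsis (40 of 46 positive between fractions of pachytene spermatocytes). The paper's delayed and ubiquitous mRNAs, *Clu* and *Tnp2*, and the mitochondrially encoded list had 2 genes tested each and were not given to camera. Ribosomal protein genes between fractions of pachytene spermatocytes had a median of 0.69 (70 of 82 positive, adjusted p = 0.410, or 0.947 with an estimated correlation), which was -0.47 after median-ratio scaling (adjusted p = 7.27e-10, lower; the estimated correlation was not used after scaling).

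*Tnp2*, which the paper takes as a delayed mRNA, had 201 ± 214, 471.5 ± 475 and 2308 ± 1845 FPKM in RNPs of pachytene, round and elongating cells and 149.6 ± 160.2, 408 ± 339 and 3151 ± 1701 in polysomes (SD, n = 3 each; adjusted p of the fractions 0.909, 1 and 0.922 from limma). *Clu*, which it takes as not delayed, had 345 ± 436, 247 ± 383 and 6.69 ± 0.645 in RNPs and 401 ± 313, 493 ± 797 and 6.07 ± 1.72 in polysomes (adjusted p of 0.786 in pachytene spermatocytes). Genes that the paper follows in *Drosha* knockout cells were not called between fractions of wild-type cells. Their log2 difference, polysome minus RNP, in pachytene, round and elongating cells was 1.38, 0.89 and 0.64 for *Tdrd5* (adjusted p of 0.310, 0.647 and 0.747), 0.32, -0.46 and 0.89 for *Apc* (0.798, 0.794 and 0.532), 1.51, 1.07 and 0.70 for *Fkbp6* (0.258, 0.573 and 0.707) and 1.33, 0.39 and -0.17 for *Drosha* (0.370, 0.876 and 1).

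Of 11, 12 and 10 genes with a single copy that the rule for naming gives between fractions of pachytene, round and elongating cells, 6, 8 and 4 passed with any 1 library left out, and so did 2 of 6 in RNPs from round to elongating, 3 of 10 in polysomes from pachytene to round and 2 of 16 in polysomes from round to elongating. Apart from genes named above or in the text, these were *Plk-ps1* in round spermatids, at 16.1 ± 4.50 FPKM in polysomes and not assembled in RNPs (SD, n = 3; adjusted p = 0.00528 from limma), and a vault RNA gene that was not assembled in polysomes, at 952 ± 238 FPKM in RNPs of round (adjusted p = 0.00329) and 762 ± 567 in RNPs of elongating spermatids (adjusted p = 0.00379).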
